# Dynamic conditioning of porcine kidney grafts with extracellular vesicles derived from urine progenitor cells: A proof‐of‐concept study

**DOI:** 10.1002/ctm2.70095

**Published:** 2024-12-13

**Authors:** Perrine Burdeyron, Sébastien Giraud, Maryne Lepoittevin, Nina Jordan, Sonia Brishoual, Maïté Jacquard, Virginie Ameteau, Nadège Boildieu, Estelle Lemarie, Jonathan Daniel, Frédéric Martins, Nicolas Mélis, Marine Coué, Raphaël Thuillier, Henri Leuvenink, Luc Pellerin, Thierry Hauet, Clara Steichen

**Keywords:** cell therapy, exosomes, extracellular vesicles, kidney preservation, kidney transplantation, machine perfusion, preclinical porcine model, urine progenitor/stem cells

## Abstract

Among strategies to limit ischemia/reperfusion (IR) injuries in transplantation, cell therapy using stem cells to condition/repair transplanted organs appears promising. We hypothesized that using a cell therapy based on extracellular vesicles (EVs) derived from urine progenitor cells (UPCs) during hypothermic and normothermic machine perfusion can prevent IR‐related kidney damage.

We isolated and characterized porcine UPCs and their extracellular vesicles (EVs). Then these were used in an *ex vivo* porcine kidney preservation model. Kidneys were subjected to warm ischemia (32 min) and then preserved by hypothermic machine perfusion (HMP) for 24 h before 5 h of normothermic machine perfusion (NMP). Three groups were performed (*n* = 5–6): Group 1 (G1): HMP/vehicle + NMP/vehicle, Group 2 (G2): HMP/EVs + NMP/vehicle, Group 3 (G3): HMP/EVs + NMP/EVs.

Porcine UPCs were successfully isolated from urine and fully characterized as well as their EVs which were found of expected size/phenotype. EVs injection during HMP alone, NMP alone, or both was feasible and safe and did not impact perfusion parameters. However, cell damage markers (LDH, ASAT) were decreased in G3 compared with G1, and G3 kidneys displayed a preserved tissue integrity with reduced tubular dilatation and inflammation notably. However, renal function indicators such as creatinine clearance measured for 5 h of normothermic perfusion or NGAL perfusate's level were not modified by EVs injection. Regarding perfusate analysis, metabolomic analyses and cytokine quantification showed an immunomodulation signature in G3 compared with G1 and highlighted potential metabolic targets. In vitro, EVs as well as perfusates from G3 partially recovered endothelial cell metabolic activity after hypoxia. Finally, RNA‐seq performed on kidney biopsies showed different profiles between G1 and G3 with regulation of potential IR targets of EVs therapy.

We showed the feasibility/efficacy of UPC‐EVs for hypothermic/normothermic kidney conditioning before transplantation, paving the way for combining machine perfusion with EVs‐based cell therapy for organ conditioning.

**Highlights:**

· UPCs from porcine urine can be used to generate a cell therapy product based on extracellular vesicles (pUPC‐EVs).
· pUPC‐EVs injection during HMP and NMP decreases cell damage markers and has an immunomodulatory effect.
· pUPC‐EVs‐treated kidneys have distinct biochemical, metabolic, and transcriptomic profiles highlighting targets of interest.
· Our results pave the way for combining machine perfusion with EV‐based cell therapy for kidney conditioning.

## 1 BACKGROUND

Ischemia‐reperfusion (IR) injuries (IRI), unavoidable in transplantation, is a pathophysiological situation inducing important injury, correlating with graft dysfunction and rejection.^1^ Concomitantly, the organ shortage leads to increasing use of extended criteria donors and donors deceased after circulatory death (DCD) whose organs are very sensitive to IRI. In order to improve these organs’ outcomes, strategies using hypothermic machine perfusion (HMP) before transplantation have been implemented^2^ whereas cell therapies based on stem cells are developing.^3^ Mesenchymal stem/stromal cells (MSCs) partially protect from renal IRI in preclinical/clinical studies.^4^, ^5^, ^6^ Cell therapy has mostly been performed during transplantation anastomosis or immediately post‐transplant.^7^ Considering an earlier stage to administer cell therapy may be interesting and machine perfusion (MP) appears as an optimal time window for extracorporeal organ conditioning before kidney transplantation (KTx).^8^, ^9^, ^10^, ^11^ Compared with static cold storage, HMP increases kidney microcirculation integrity^12^ which may enhance potential cell therapy effect. Gregorini et al.^13^ showed that MSC‐derived extracellular vesicles protect rat kidneys from ischemic injury. HMP can be followed by 1−24 h of normothermic machine perfusion (NMP) to enhance organ condition.^14^, ^15^, ^16^, ^17^ Using NMP to mimic early reperfusion, feasibility studies showed that (1) MSC survival under NMP conditions was satisfying^18^, ^19^ but decreased rapidly^20^; (2) MSC administration during 7 h of NMP lowered porcine kidney injury markers and released immunomodulatory cytokines^20^; (3) 24 h kidney normothermic perfusion with MSCs enhanced renal regeneration.^21^ Feasibility was demonstrated on human kidneys subjected to 7 h of NMP using multipotent adult progenitor cells.^11^ Going one step further, Lohmann et al.^22^ transplanted MSC‐conditioned porcine kidneys but no short‐term beneficial effects were shown.

Extracellular vesicles (EVs) contribute to cell‐cell and cell‐environment communication via their content rich in miRNA, mRNA, and proteins.^23^ They are used as cell therapy product^24^ for their anti‐apoptotic, pro‐proliferative, and pro‐angiogenic effects.^25^, ^26^, ^27^ Regarding organ transplantation, some rodent IR models highlighted the potential of MSC‐derived EVs^28^ which also modulate graft tolerance.^28^, ^29^ MSC‐derived EVs injected during 4 h of HMP in a rat ex vivo kidney perfusion model limit IR kidney injury by protecting the cellular enzymes and cell viability.^13^ In the context of KTx, using cells (or their secretome) from renal origin may be judicious. Urine stem cells (called either urine progenitor cells [UPCs] or kidney progenitor cells) are cells originating from kidney^30^ and isolated from voided urine,^31^ sharing some characteristics with MSCs such as immunomodulatory and pro‐angiogenic properties^32^, ^33^ but their characterization have not led to a consensus yet.^32^ Compared with MSCs, UPCs are isolated with a non‐invasive procedure from an unlimited substrate. Besides differentiation capacity into adipocytes, osteocytes, and chondrocytes (like MSCs), their differentiation into endothelial and epithelial cells has been described.^34^ Moreover, UPCs can be differentiated into renal cells such as tubular epithelial cells or podocytes.^35^ Arcolino et al.^36^ used expanded kidney stem/progenitor cells from preterm neonate urine during NMP of human discarded kidneys showing the strategy feasibility. Using EVs/exosomes during extracorporeal kidney preservation may be optimal to reduce IRI since we hypothesize that kidney perfusion favours EVs renal biodistribution, thereby avoiding some potential risks associated with systemic administration. There is no study to our knowledge describing the use of UPC‐derived EVs in this context.

Our study aims to evaluate the feasibility, short‐term safety, and efficacy of using EVs derived from porcine UPCs (pUPCs) to limit IRI in a preclinical model of porcine kidney HMP followed by NMP.

## 2 MATERIALS AND METHODS

### 2.1 Experimental design

The objective of the study was to isolate and characterize porcine UPCs as well as their EVs and use them as a cell therapy product in a preclinical porcine model of kidney graft dynamic perfusion.

### 2.2 Experimental groups

Porcine kidneys were collected from female pigs from the Kroon Vlees slaughterhouse in accordance with local ethical rules. In this protocol, the farm pigs (Dutch Landrace pigs, exact age unknown, ranging from 6 months to 1 year old) were slaughtered by bleeding (marking the initiation of warm ischemia) and for each animal, one kidney was used. Porcine kidneys (5–6 kidneys/group) were submitted to 32 min of warm ischemia (this timing was exactly monitored and therefore is equivalent for all kidneys), followed by 24 h of HMP (Lifeport perfusion machine [Organ Recovery Systems]) and finally to 5 h of NMP (home‐made experimental design; *cf* Figure 2 for experimental design and Supporting Information Material and Methods). Group 1 was injected with PBS‐1X during both HMP and NMP; Group 2 was injected with EVs during HMP only; Group 3 was injected with EVs during both HMP and NMP (Figure 2).

The following outcomes were assessed: perfusion parameters during HMP/NMP, biochemical analysis of HMP/NMP perfusates during the whole procedure (ASAT, ALAT, LDH, Lactate, Creatinine, Na), cytokine analysis of HMP/NMP perfusates (ELISA and MULTIPLEX), metabolomic analysis of HMP/NMP perfusates (HPLC‐MS /MS), histological analysis of kidney biopsies and transcriptomics analysis of kidney biopsies (RNAseq).

### 2.3 pUPC isolation and characterization

For pUPC isolation, urine was centrifuged at 400 g for 5 min then the pellet was washed with 1× PBS and centrifuged at 400 g for 5 min. The pellet was resuspended with a specific culture medium for the isolation and culture of UPC named “UPC mix” described in a previous study^31^ seeded in a six‐well plate pre‐coated with  .1% (w/v) porcine gelatin, allowing the selection of adherent pUPCs (porcine UPCs). The culture medium was changed every 3 days until a colony appeared (or more). UPC colonies were pooled and cell passaging was performed using Trypsin‐EDTA for amplification and cryopreservation into a UPC mix containing 10% DMSO. Most characterization assays presented in this study were performed on the pUPC3 cell line between passages 2 and 5. For flow cytometry, pUPCs were cultured until reaching 40−80% of confluency (passages 3 and 6) and then 100 000 cells per labeling were used. Antibodies, references, and dilutions are detailed in Table S1). Briefly, cells were trypsinized, washed, and re‐suspended in flow cytometry buffer (1X PBS,  .5% bovine serum albumin [BSA], 2 mM EDTA). For direct immunolabelling, fluorochrome‐conjugated antibodies were added to 100 µL of cell suspension in flow cytometry buffer and incubated for 30 min; cells were then washed three times in the buffer. For indirect immunolabelling, pUPCs were incubated with the corresponding primary antibody for 30 min at room temperature in the dark. Then, cells were washed three times with buffer and then centrifuged at 300 g for 10 min. The secondary antibody was added and incubated for 1 h in the dark at 4°C. The pellets were resuspended in 100 µL of buffer and 20 000 cells were analyzed on an Accuri C6 flow cytometer (Becton Dickinson).

For immunofluorescence, pUPCs were cultured until reaching 40% confluency and then washed with 1× PBS and fixed for 20 min at room temperature with 4% paraformaldehyde. After three washes with 1× PBS, cells were saturated with 1× PBS‐3% BSA for 20 min at RT. Primary antibody was added and cells were incubated overnight at 4°C with gentle agitation. Three consecutive washes were performed with 1× PBS–1% BSA–.1% Tween, then a secondary antibody was added (diluted in 1X PBS–1% BSA) and the cells were incubated for 1 h at RT with gentle shaking at 20 rpm. pUPCs were washed with 5 µg/mL DAPI in 1X PBS–1% BSA for 3 min. Then two consecutive washes were performed with 1X PBS–1% BSA–.1% Tween before a final wash with sterile water. A drop of mounting fluid was placed followed by a coverslip and the cells were observed under an Olympus BX41 fluorescence microscope.

For western blotting, cells were cultured until 80% confluency then trypsinized, and washed with 1× PBS–10% FBS. After centrifugation (200 g, 5 min), cell lysis was performed with RIPA lysis buffer (sterile water + RIPA‐1× at a ratio of 1:1, + 1× antiproteases, and 1× phosphostop). After freezing at −80°C, the samples were sonicated for 1 min. Protein concentration was determined using the Bicinchoninic Acid Protein assay kit (Sigma‐Aldrich) and 20 µg of protein was prepared with Laemmli Buffer. Protein denaturation was performed with Dithiothreitol (23.1 mg/mL in Laemmli 4×) and samples were heated at 95°C for 8 min. Protein extracts were deposited in precast stain‐free 4−15% polyacrylamide gels in electrophoresis buffer containing tris‐glycine buffer and sodium dodecyl sulfate (2.5 mM Tris/19.2 glycine/.01% SDS) allowing migration. Proteins were transferred into a PVDF membrane (polyvinylidene fluorophore) for marker SLA‐DR and HLA‐C and a nitrocellulose membrane for marker AQP1. Control of the total protein migration was performed using the Stain Free technology (Chemidoc imaging system, BioRad). The membrane was saturated for 1 h at RT with 5% (w/v) milk in  .1% TBS (Tris Buffer Saline)‐Tween 20 under agitation. The primary antibody diluted in 5% (w/v) milk was added overnight at 4°C. After three washes for 10 min under agitation with  .1% TBS‐Tween 20, the secondary antibody diluted in 5% (w/v) milk was deposited on the membrane for 1 h under agitation at RT. After four more washes of 10 min with  .1% TBS‐tween 20, protein expression was revealed using Chemidoc with the addition of ECL substrate for electrochemiluminescence and analyzed with a ratio to the total amount of protein.

### 2.4 pUPC differentiation and characterization

LLCPK1 porcine epithelial cells were cultured in basal M200 + 3% FBS until reaching 60−70% confluency. The medium was changed and then recovered after 24 h of culture and centrifuged at 400 g for 5 min to remove cell debris; the supernatant was aliquoted and frozen at −20°C (=conditioned medium). Thawed conditioned medium was used for pUPC differentiation (medium change every 2−3 days using a mixture of UPC mix and conditioned medium (1:1 ratio)), adding extemporaneously human epithelial growth factor (hEGF 236‐EG, R&D System) at 30 ng/mL. Cells were treated for 21 days (D21) and compared with pUPCs before differentiation (D0, undifferentiated cells). Western blotting was performed as described above. For hyperosmolarity assays, NaCl and KCl were added to the medium on the last day of cell differentiation to induce a hyperosmolar medium containing 160 mM of Na^+^, 5 mM of K^+^, and 145 mM of Cl^−^). The expression of different genes of interest was studied by qRT‐PCR after 21 days of differentiation. Genes and primer sequences are detailed in Table S2.

Briefly, cells were lysed and frozen at −80°C to optimize cell lysis, before being thawed and ultrasonicated for 5–10 s. RNA extractions were performed using the NucleoSpin RNA Plus XS kit according to the manufacturer's instructions. The amount of nucleic acid in each sample was assessed with NanoDrop 2000. Prior to retrotranscription, 1 µg of RNA from each sample was run on an agarose gel containing Sybr safe diluted 1000‐fold for 30 min to check the integrity of the extracted RNA and to detect potential DNA contamination. Then, 1 µg of RNA was reverse transcribed using Supermix diluted 1:5. Retro‐transcription was performed using the thermal cycler with the following cycles: 5 min at 25°C, 30 min at 42°C, 5 min at 85°C and 4°C to finalize the reaction. DNA samples at 50 ng/µL were stored at −20°C. Then, 2.5 ng/µL of cDNA was amplified in the presence of the sense and anti‐sense primers (at 250 nM of final concentration each) with Syber Green Mix (Syber Green Quanta SuperMix kit) and performed by the “Roto‐Gene Q” thermal cycler was used. Two reference genes were used (*L19* and *CYA62*) and the Ct of interest was normalized by the “fold change” 2^−ΔΔct^ method, analyzing the relative expression to the control.

### 2.5 EVs isolation

pUPC‐derived EVs were isolated by differential ultracentrifugation. First, EVs‐free FBS was prepared using ultrafiltration (Amicon Ultra‐15 filter tubes) after tube washing with water (4000 g, 10 min). 10 mL of FBS was added to each tube before centrifugation at 3000 g for 55 min; providing efficient removal of the EVs (assessed by Nanosight Tracking Analysis, data not shown). The EVs‐free supernatant (FBS EVs‐free) was recovered, stored at −20°C, and used for UPC mix preparation when pUPC was ready for EVs isolation. pUPCs were cultured in their conventional culture media; 24 h before the cells reached 70–80% confluence, they were incubated in an EVs‐free medium. After 24 h of incubation at 37°C, the culture supernatants were gently recovered and centrifuged at 400 g for 5 min at 4°C. Supernatants were centrifuged again at 2000 g for 5 min at 4°C. These two centrifugation steps allow the removal of cell debris and apoptotic bodies. Then, tubes with supernatants were weighted 2 × 2 and placed in the 50.2Ti rotor (Beckman Coulter) for differential ultracentrifugation. Tubes were adjusted for equivalent weight with sterile 1× PBS at 4°C (Thickwall Polycarbonate Tubes, Beckman Coulter, around 20 mL per tube). All centrifugation steps were performed at 4°C with maximal acceleration and deceleration settings. First centrifugation was performed at 17 000 g for 45 min at 4°C to remove debris, then supernatants were collected in new tubes for second centrifugation at 200 000 g for 65 min at 4°C. Supernatants were discarded and the EVs pellets were collected in 1× PBS. A third centrifugation was performed again at 200,000 g for 65 min at 4°C (to wash the EVs pellet). The EVs pellet was resuspended in 50 µL of 1× PBS. Importantly, to ensure reproducibility and to prevent variation within the cell therapy product, at the end of the EVs isolation process, all our EVs pellets were pooled together and aliquoted before storage at −80°C (around 1 aliquot of EVs/12 M of pUPCs).

### 2.6 Characterization of pUPC‐derived EVs

The presence of specific proteins in EVs such as TSG101 and ALIX was analyzed by western blotting. For each protein marker, EVs samples were compared with a cellular extract from pUPCs as well as from porcine endothelial colony‐forming cells (ECFCs) that were present in the lab and used as a positive control of the porcine stem cell population. EVs samples were directly loaded without prior lysis step; the total protein amount was evaluated by microBCA (ThermoFisher Scientific); and 3 µg of sample was loaded per lane. For transmission electronic microscopy (TEM), samples of pECFC‐ and pUPC‐derived EVs were thawed and analyzed by electron microscopy (JEM 1010, JEOL). Briefly, negative staining was performed on one drop for each sample: the drop was placed on a thin coverslip for 1 min to deposit the EVs on it. The slide was then placed in 7% (v/v) uranyl acetate for 3 min, rinsed with water, and analyzed by TEM. For scanning electronic microscopy (SEM), EVs were thawed and deposited in nitrogen to perform cryofracture and then placed at −80°C for 7 min for a liquid sublimation step. The samples were then metallized with a 3 mm layer of platinum to increase the image resolution using the Leica EM ACE600. Then, samples were analyzed with the FEI scanning microscope. TEM and SEM analyses were performed on the ImageUp platform of the University of Poitiers. For Nano tracking analysis (NTA), 50 µL of the EVs production was sent in dry ice to the NanoMultiPhot platform (ISM, UMR 5255) at the University of Bordeaux, allowing qualitative and quantitative analysis of EVs via the detection of the Brownian motion of the particles present in the solution. Highly diluted samples (1/100 in PBS buffer) were imaged at 25°C on NanoSight400 (Malvern) using a 405 nm laser with a sCMOS camera. The experiments were repeated 5 times with different concentrations to ensure no dependence of the hydrated diameter with concentration.

### 2.7 Ex vivo kidney preservation model

#### 2.7.1 HMP

For each animal, whole blood and a kidney (with preserved ureter and blood vessels) were collected as described above, with bleeding marking the beginning of the initiation of the warm schema (WI). Blood (2.5–3 L) was placed in a beaker containing 25 000 IU of heparin and kidneys were prepared for perfusion during WI. After 32 min of WI, kidneys were washed with 500 mL of kidney perfusion solution (KPS‐1) at 4°C then directly perfused in the Lifeport perfusion machine (Organ Recovery Systems) with 1 L of KPS‐1 during 24 h at 4°C (with a maximum pressure of 35 mmHg at of 5°C ± 1°C). Urine was collected and recirculated during the HMP procedure using this commercial setting.

#### 2.7.2 NMP

After 24 h of preservation with HMP, kidneys were perfused for 5 h by NMP at 37°C with pressure at 75 mmHg ± 15 mmHg + oxygen at  .5 mL/h. An initial bolus of Verapamil was administrated 1 min before perfusion (2.5 mg). The solution used in NMP contained autologous blood cells collected from the pig with 2.7% human albumin,  .07% glucose,  .09% sodium bicarbonate,  .67 mg/mL calcium gluconate, 66.15 mg/mL creatinine, 550 µg/mL/111 µg/mL amoxicillin/clavulanic acid,  .0111 IU of insulin, and 3.5 µg/mL of verapamil. Produced urine was collected via ureter catheterization and not recirculated in this system. Urine was collected every hour and perfusate was completed with the corresponding volume of NaCl. In addition, continuous perfusion of Verapamil was performed during the whole procedure (.25 mg/h or  .4 mL/h, diluted in NaCl). pH and glucose levels were also adjusted when needed (pH < 7.3 and glucose < 4 mM).

Porcine UPC (pUPCs)‐EVs were prepared in PBS‐1X vehicle and we used around 6.5 × 10^9^ EVs per injection (in 1 L final, corresponding to 63.18 ng of total protein of EVs/mL), corresponding to the secretion of approximately 12 million of cells. For injection, EVs were suspended in 32 mL of adequate solution (KPS‐1 for HMP or NMP medium) recovered just before injection and the solution was injected (flow rate of 180 mL/h for 10 min, injection timing: 30 min after the beginning of HMP and/or at 1 h after the beginning of NMP).

For pUPC‐EVs injection and group allowance, sequential randomization was performed (no clustering). We ensured that the learning curve was crossed before starting the study.

#### 2.7.3 Functional parameters during preservation

Biochemical analyses were performed at the Biochemistry department of the Poitiers Hospital on an automated ROCHE COBAS system for LDH, ASAT, ALAT, ionogram, bicarbonate, lactate, and creatinine. Blood and urine samples were first centrifuged and aliquoted before analysis. Measurements were performed and normalized to the kidney weight (weighted after NMP) and to the perfusion volume at each sampling time. The glomerular filtration rate (mL/5 h/100 g of the kidney) over the 5 h of NMP infusion was estimated based on creatinine clearance. Perfusate and urine concentration of creatinine was thus determined at each sampling time and then cumulated over the 5 h of infusion to establish the filtration rate. All cumulative values were used to calculate the creatinine clearance over the total infusion time using Equation (1):

(1) $$\begin{array}{ccc} & & \mathrm{GFR}\;\left(\mathrm{mL}/5\;h/100\;g\right)=\\ & & \;\frac{\left[\frac{\;\mathrm{Urine}\;\mathrm{creatinine}\;\left(5\;h\right)*\;\mathrm{Urine}\;\mathrm{cumulative}\;\mathrm{volume}\;\left(5\;h\right)}{\mathrm{Perfusate}\;\mathrm{creatinine}\;\left(5\;h\right)}\right]}{\left(\frac{1}{100^{\mathrm{th}}}\right)\mathrm{of}\;\mathrm{renal}\;\mathrm{weight}}. \end{array}$$

Cumulative perfusate and urine sodium concentration over the 5 h infusion was calculated to determine the filtration and excretion rate. Cumulative analysis was favoured because NaCl was added to supplement the lost urine volume.

The percentage of renal sodium excretion at the end of the infusion was determined using the cumulative serum and urine concentrations of sodium and creatinine via Equation (2):

(2) $$\begin{array}{ccc} & & \%\;\mathrm{Sodium}\;\mathrm{excretion}\;=\\ & & \;\frac{\mathrm{Urinary}\;\mathrm{sodium}\;*\;\mathrm{serum}\;\mathrm{creatinine}}{\mathrm{Serum}\;\mathrm{sodium}\;*\;\mathrm{urinary}\;\mathrm{creatinine}}\;\;\times \;100. \end{array}$$

### 2.8 Histological analyses

Biopsy samples from corticomedullary kidneys collected at the end of NMP were fixed with 4% formalin and paraffin‐embedded. Renal histological injuries were evaluated (or scored) using periodic acid Schiff and hematoxylin–eosin Safran colouration(s).

Scores were determined using the following scale, analyzing 10 fields per slide.

For cell detachment and tubular dilatation: 0: normal; 1: lesions < 10%; 2: lesions 11−25%; 3: lesions 26−50%; 4: lesions 51−75%; 5: lesions > 75% (extensive necrosis).

For inflammation: 0: no infiltrate; 1: light localized, 2: light diffuse; 3: intense localized; 4: intense diffuse, and 5: extensive.

For immunohistochemistry, the following antibodies were used (CD10, Ventana 790−4506, and Vimentin (Cell Marque 347 M‐16).

Anatomopathological analyses were carried out by a duo formed by a trained anatomopathologist and a nephrologist expert in the porcine model. Both were blind for the samples/groups. All kidneys included in this study were analyzed, that is, 5−6 per group.

### 2.9 Perfusate content analysis

Various cytokines were analyzed using a MILLIPLEX MAP kit Porcine Cytokine/Chemokine Magnetic Bead Panel 13‐Plex, 96‐well plate assay (PCYTMG‐23K‐13PX; EMD Millipore Corporation): GM‐CSF, IFNγ, IL‐1α, IL‐1β, IL‐1ra, IL‐2, IL‐4, IL‐6, IL‐8, IL‐10, IL‐12, IL‐18, and TNF‐α. We used both HMP and NMP perfusates previously centrifuged at 250 g for 5 min and 1100 g for 12 min, respectively. The assay was performed according to the manufacturer's instructions. Briefly, we added 25 µL of buffer + 25 µL of standards, quality controls, or samples + 25 µL of the magnetic beads to each well of the plate. Appropriate controls for background signals were included (corresponding to different perfusion solutions). The plate was sealed, covered with foil, and incubated overnight on a plate shaker at 4°C. Then the plate was washed three times and 50 µL of detection antibody was added to each well. After incubating the plate at room temperature (RT) for 2 h, 50 µL of streptavidin‐phycoerythrin was added per well. After 30 min incubation at RT, the plate was washed three times and 100 µL of sheath fluid was added to each well. Concentrations of markers were measured on a Luminex 200 instrument using Luminex xPONENT software (Luminex Corporation). Quality control values for each marker were consistently within the range indicated by the manufacturer.

ELISA kits to Blood Neutrophil gelatinase‐associated lipocalin (NGAL; Bioporto diagnostics), and Transforming growth factor beta (TGF‐β), angiogenin, Prostaglandine E2, heme oxygenase‐1 (HO‐1), insulin‐like growth factor‐1 (IGF‐1), and vascular endothelial growth factor A (VEGFA) (all kits from Cloud‐Clone Corp) were assessed on HMP and/or NMP perfusates (and urine samples also for NGAL) according to the manufacturer's instructions.

### 2.10 In vitro assays

Porcine aortic endothelial cells (pAOECs) were cultured using their regular medium (M200 basal medium (Gibco) supplement with Endothelial Low Serum Growth Supplement (LSGS, Gibco) and 8% of FBS (Gibco)). When reaching around 80% of confluence, pAOECs were treated with a mix of perfusates and their regular medium (3:1) for 48 h before the XTT assay (Roche Diagnostic)). XTT assay reflects the activity of mitochondrial dehydrogenases. For analysis of the direct impact of EVs, pAOEC were cultured for 48 h and treated with “perfusates” obtained in an ex vivo experiment without kidney but with injection of EVs in the NMP circuit and sampling of perfusate at T0 (before EVs injection), T120 (1 h after EVs injection) and T300 (5 h after EVs injection). The direct impact of EVs within the perfusion solution can be estimated since the absence of a kidney prevents any release of kidney secretome in the system.

For cell metabolic profile analysis, the Seahorse XFp (Agilent Technologies) was used. pAOECs were cultured in specific chamber slides and treated with the 17 perfusates mixed with their regular medium (3:1) for 48 h. Following the manufacturer's instruction to analyze their metabolic profile, cells in XF DMEM with no glucose (pH 7.4) with 1 mM pyruvate, 2 mM glutamine (Agilent, France) were treated as the following: injection of glucose 10 mM final/well at *t* = 15 min, oligomycin 1.5 µM final/well at *t* = 30 min, FCCP 2 µM final/well at *t* = 45 min and rotenone + antimycin A  .5 µM final/well at *t* = 60 min (all compounds were prepared in DMEM with 1 mM pyruvate, 2 mM glutamine, and 10 mM Glucose). The Oxygen Consumption Rate (OCR in pmoles of O_2_/min) was measured using a Seahorse XFp (Agilent). ATP‐linked respiration (mean OCR of the last three baseline data points minus the mean of the three OCR data points after oligomycin addition), basal respiration (mean OCR of the last three baseline data points minus the median of the 3 OCR data points after antimycin A and rotenone addition), maximal respiration (highest of the three OCR values after the addition of FCCP minus the nonmitochondrial respiration), and spare respiratory capacity (highest of the three OCR values after the addition of FCCP minus the mean OCR of the last three baseline data points) were analyzed.

Primary human renal glomerular endothelial cells (HRGEC) were cultured in Medium 200 supplemented with 2% endothelial LSGS and 8% FBS (Invitrogen) in a humidified atmosphere of 5% CO2 at 37°C. Cells were used in passages 4 to 5. Cells were cultured until 90% of confluency and then submitted to cold hypoxia in the cold KPS‐1 solution in a 0% O_2_, 5% CO_2_, and 95% N_2_ atmosphere (Bactal 2 gaz, air‐liquide) in a hermetic chamber at 4°C, for 24 h (mimicked ex vivo cold ischemia period). At the end of this cold hypoxia period, a reoxygenation phase (mimicked reperfusion period) was applied at 37°C with 20% O_2_, 5% CO_2_, and 75% N_2_, replacing the KPS‐1 by Medium 200 plus 2% FBS with or without EVs (63.18 ng/mL) for 5 or 24 h until the XTT test. For indirect assessment of cell survival/proliferation, we used the spectrophotometric XTT assay (Roche).

For endothelial to mesenchymal transition: human umbilical vein endothelial cells (HUVEC) were obtained from pooled donors (Promocell) and used at passage 4. Cells were maintained in endothelial cell growth medium (Promocell) supplemented with 1% penicillin/streptomycin. Cells were treated for 48 and 72 h with human recombinant TGFβ2 and human recombinant IL1β (Peprotech) at a final concentration of 10 ng/mL each. EVs isolated from UPC were added to the culture media at a final concentration of 400 ng/mL concomitantly to the TGFβ2 and IL1β treatment.

### 2.11 Metabolomics

Sample preparation for metabolomics analysis: Perfusates were collected at various times during both hypothermic and normothermic procedures. After collection, the perfusates were kept on ice for up to 2 h and then centrifuged and the supernatant was aliquoted and stored at −80°C until analysis. For analysis, samples (50 µL) were thawed on ice and deproteinized by the addition of methanol (LC‐MS grade) (200 µL) and 20 µL of internal standards mix; the mixture was vortexed, incubated at −20°C (1 h) and centrifuged (30 min, 15 000 g), and the supernatants were collected and stored at −80°C until required for LC‐MS/MS analysis. Quality controls (QC) and conditioning QC samples were also prepared in this way using pooled perfusates.

UPLC‐MS /MS analysis of perfusate samples ^37^ ^(p5)^: untargeted UPLC‐MS/MS data were acquired using a Vanquish HPLC system coupled to an Orbitrap Exploris 120 mass spectrometer (ThermoFisher Scientific). A resolution of 60 000 was used for MS and 16 000 for ddMS (further details provided in Supplementary Information). Chromatographic separation was performed on an ACCUCORE 150 Amide HILIC (2,6 µm, 100 mm × 2.1 mm, ThermoFisher Scientific) and ACQUITY UPLC HSS T3 (1.8 µm, 100 mm × 2.1 mm, Waters) columns, in both positive and negative (ESI+ and ESI−) modes. The column temperature was maintained constant at 35°C in both ionization modes. Elution was performed according to the appropriate conditions of columns as described in the supplementary information. Sample vials were stored at 4°C in the HPLC autosampler, with 10 µL injected for positive and negative ionisation. MS acquisition settings are also described in Supporting Information Material and Methods.

Raw instrument data (.RAW) were exported to Compound Discoverer 3.3 (CD3.3) for deconvolution, alignment, refinement, compound detection, QC correction, and identification with online databases (full workflow and settings are provided in supplementary information). Peak areas from CD3.3 were subsequently exported as a  .csv file. Strict QA criteria (minimum QC coverage of 80% and maximum QC CV of 30%) were applied to the resulting data.

Within this workflow, principal components analysis (PCA) was used to visualize trends, using the R programming environment. Subsequently, OPLS‐DA was performed to highlight variable importance in the projection scores used to identify the features that contributed to the separation of the three groups.

Chemicals & Material: Optima LC/MS grade acetic acid, methanol, acetonitrile, and water, and Pierce LC/MS grade formic acid were purchased from Fisher Scientific. LC/MS grade formic acid, ammonium acetate, and ammonium formate were purchased from Merck. Phree phospholipid removal tubes (1 mL) were purchased from Phenomenex.

Regarding labelled internal standards, succinic acid‐2,3‐13C2, l‐tyrosine‐(phenyl‐3,5‐d2), and d‐glucose‐13C6 were purchased from Merck while l‐lactic acid‐13C3 from Toronto Research Chemicals.

### 2.12 LCMS analysis

All extracts (5 µL injection volume) were analyzed on an Orbitrap Exploris 120 mass spectrometer interfaced with a Vanquish autosampler from ThermoFisher in both positive and negative (ESI+ and ESI−) modes. Samples were analyzed using two chromatographic separations: (1) ACQUITY UPLC HSS T3, 1.8 µm, 100 mm × 2.1 mm column from Waters in both positive and negative ionization mode and, (2) ACCUCORE 150 Amide HILIC, 2,6 µm, 100 mm × 2.1 mm column from ThermoFisher in both positive and negative ionization mode. The column temperature was maintained constant at 35°C in both ionization modes.

For ACCUCORE 150 Amide HILIC, 2.6 µm, 100 mm × 2.1 mm column. The mobile phase was composed of *A* = 5 mM ammonium formate and  .1% formic acid in 95% acetonitrile and 5% water and *B* = 5 mM ammonium formate and  .1% formic acid in 50% acetonitrile and 50% water for positive mode and *A* = 5 mM ammonium acetate and  .1% acetic acid in 95% acetonitrile and 5% water and *B* = 5 mM ammonium acetate and  .1% acetic acid in 50% acetonitrile and 50% water for negative mode. The linear elution gradient from 1% B (0–1 min) to 95% B (9–14 min) was applied in both ionization modes. The initial gradient conditions were restored within 1 min and a 5 min post‐run equilibration was applied to maintain the system reproducibility. The flow rate was 500 mL/min in both ionization modes.

For ACQUITY UPLC HSS T3, 1.8 µm, 100 mm × 2.1 mm column. The mobile phase was composed of *A* = .1% formic acid in 100% water and *B* = .1% formic acid in 95% acetonitrile and 5% water for both modes. The linear elution gradient from 1% B (0–.5 min) to 99% B (10.5–12 min) was applied in both ionization modes. The initial gradient conditions were restored within  .5 min and a 4 min postrun equilibration was applied to maintain the system reproducibility. The flow rate was 300 mL/min in both ionization modes.

In both cases, ESI source conditions were set as follows: ion transfer tube 320°C and vaporizer 400°C, capillary voltage +3200 V in positive mode, and −2700 V in negative mode.

The analysis was performed in the Full MS/ddMS^2^ (data‐dependent MS^2^) mode, under which a Full MS scan event (SE1) was followed by a data‐dependent scan with a fragmentation energy (SE2) applied. Ions of the second scan event then entered the HCD collision cell and were fragmented. The mass spectrometer acquired a Full MS scan at a resolution of 60 000. The automatic gain control (AGC) target (the number of ions to fill C‐Trap) was set to 1.0e^6^ with a maximum injection time (IT) of 100 ms. The scan range of the Full MS scan was from *m/z* 100 to 1500. For the dd‐MS,^2^ the mass resolution was 16 000 FWHM with AGC target at 2.0e,^5^ a maximum IT of 50 ms, and an isolation window of *m/z* 1.5.

Blank extraction samples were injected at the beginning and end of each batch to assess carry‐over and lack of contamination. Isotopically labelled internal standards were added to analytical and QC samples to assess system stability throughout the batch. QC samples, prepared with a standard reference material were also applied to condition the analytical platform, enable reproducibility measurements, and correct for systematic errors.

### 2.13 Transcriptomic analysis

Kidney biopsies were sampled at the end of the NMP procedure and frozen in liquid nitrogen. RNA was extracted using the Nucleospin RNA plus kit (Macherey Nagel) and following the manufacturer's instructions. The RNA concentration was evaluated on NanoDrop (Thermo Fisher). The resulting RNA quality was determined using a Bioanalyzer Instrument (Agilent) and all samples had RNA integrity numbers above 8.1.

RNA sequencing libraries were prepared according to Illumina's protocols using the Illumina Stranded mRNA Prep, Ligation kit (reference no. 20040534). Ten cycles of polymerase chain reaction (PCR) were applied to amplify the libraries. Library quality was assessed using a LabChip GXII Touch Instrument (PerkinElmer) and libraries were quantified by qPCR using the NEBNext Library Quant Kit (E7630), on the LightCycler 480 II Instrument (Roche). Sequencing was performed in paired‐end (2×100 bp) on an Illumina NextSeq 2000 sequencer at the PGTB platform (https://pgtb.fr/).

Under Linux environments (MCIA cluster), the reference pig genome was built with STAR v2.7.5a using Sscofa11.1 assembly (fasta file) and gene annotation (gtf file, release 108). The reads were first trimmed for adapters by cuadapt v4.0 and aligned onto the reference pig genome by STAR v2.7.5a. Subsequent informatics processes of the sequenced reads were locally done under R environments.

Primary evaluation of the 17 sample expression profiles was performed by PCA. Differential gene expression analysis was next performed using the R‐interfaced DESeq2 suite following the removal of genes with no detected expression. Genes were declared differentially regulated when their fold change (FC) was >1.5 with *p *< .05. Functional enrichment analysis was made using the g‐profiler web platform (https://biit.cs.ut.ee/gprofiler/gost). For qRT‐PCR experiments, total RNAs from porcine renal tissues were extracted with a NucleoSpin RNA Plus kit (Macherey‐Nagel), and reverse transcription was performed with qScript cDNA Supermix kit (QuantaBio) following the manufacturer's recommendations. Real‐time PCR assays were carried out on a RotorGene‐Q with Quantinova Sybr Green PCR kit (Qiagen) following the manufacturer's recommendations. DNA primers were designed using Primer‐BLAST and OligoAnalyser (Integrated DNA Technologies Inc). Primer sequences are listed in Table S2.

### 2.14 Statistical analyses

The data set was plotted and analyzed on GraphPad Prism 8.0.2. For most analyses, the area under the curve (AUC) of each group was determined, and then a non‐parametric Kruskal‐Wallis statistical test followed by a Benjamini, Krieger, and Yekutieli multiple comparison test was performed. Statistical difference was determined when *p* < .05. If results were analyzed differently, and statistical tests were mentioned in the figure legends.

## 3 RESULTS

### 3.1 pUPC isolation, characterization, and differentiation

pUPCs were isolated from pig urine by adapting previously published protocol.^31^ (Figure 1A and material and methods section). pUPCs are adherent cells (Figure 1B) sharing some markers with MSCs such as positive for CD44 and CD90 (Figure S1 for characterization summary and detailed analyses) and negative for CD31 (endothelial) and CD45 (hematopoietic marker). pUPCs express SSEA4 (pluripotent stem cells), CD133 (renal progenitor cells, non‐specific), AQP1, MHC‐I but not MHC‐II. Overall, the porcine UPC profile is very similar to that of human UPCs. To assess pUPC differentiation capacity, we used a conditioned medium from porcine tubular epithelial cells supplemented with epithelial growth factor (30 ng/mL) for 21 days. pUPCs underwent morphological changes (Figure S2A) (confluent monolayer of « pentagonal‐shape » cells) and compared with Day 0 (undifferentiated cells), differentiated UPCs displayed higher gene expression of the epithelial marker E‐cadherin (median fold change: 17.4) and Aquaporin 3 (median fold change: 1520.5; Figure S2B). VIMENTIN, alpha‐SMA, and VCAM1 were not substantially modified. Finally, we analyzed the AQP‐1 protein expression (highly expressed in the proximal tubule). Concomitant with increased AQP1 protein expression at Day 21, we found that the ratio of some larger bands, which may correspond to more mature forms of the protein, was modified after differentiation^38^, ^39^ (Figure S2C).

**FIGURE 1:**
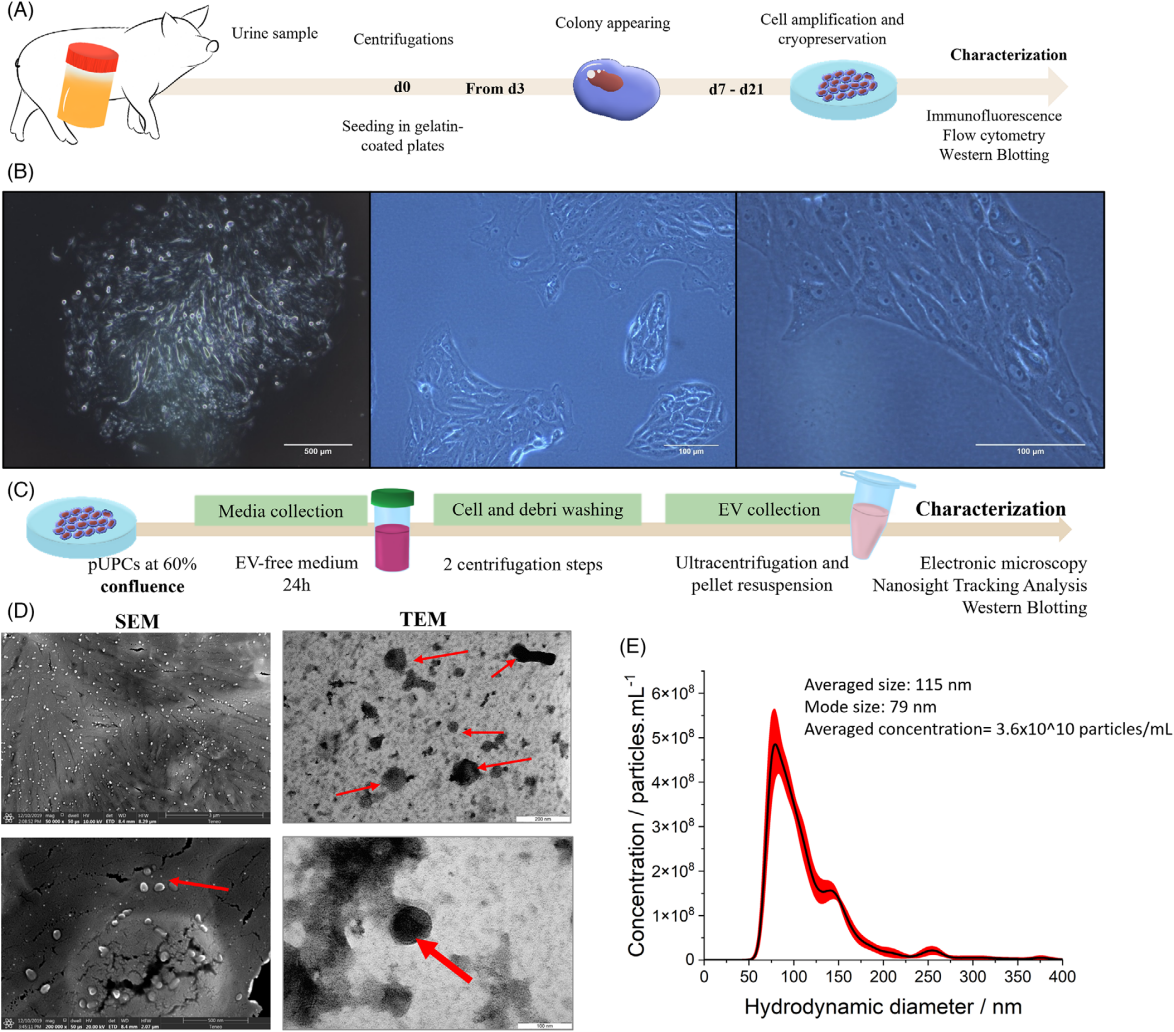
Porcine urine progenitor cells (pUPCs) and EVs isolation/characterization and study design. (A) Isolation of pUPCs from a porcine urine sample. (B) pUPC morphology (left picture: 40×; right picture: 100×). (C) Isolation of EVs from porcine urine progenitor cells. (D) EVs visualization using scanning electronic microscopy (left pictures) and transmission electronic microscopy (right pictures). (E) EVs analysis using nanosight tracking analysis (black line: averaged data; red shape: standard deviation). Averaged size (mean size of all nanoparticles population (full sample)) = 115 nm. Mode size (mean size of the more concentrated nanoparticle population) = 79 nm; averaged concentration = 3.6 × 10^10^ ± .5 × 10^10^ particles/mL.

### 3.2 Isolation of extracellular vesicles from pUPC‐conditioned medium and EVs characterization

EVs were isolated from proliferating pUPCs by differential ultracentrifugation (Figure 1C). Using scanning and transmission electron microscopy, we observed a homogenous population of EVs (average diameter: 80–90 nm; Figure 1D); this was confirmed by nanosight tracking analysis (Figure 1E). pUPC‐EVs expressed ALIX and TSG101 proteins (Figure S3).

### 3.3 Safety and efficacy of pUPC‐EVs during HMP

To assess the safety and efficacy of pUPC‐EVs for ex vivo kidney conditioning, we used an ex vivo porcine kidney preservation model described in Figure 2 (and Material and Methods section), performing three groups (5–6 kidneys/group).

**FIGURE 2:**
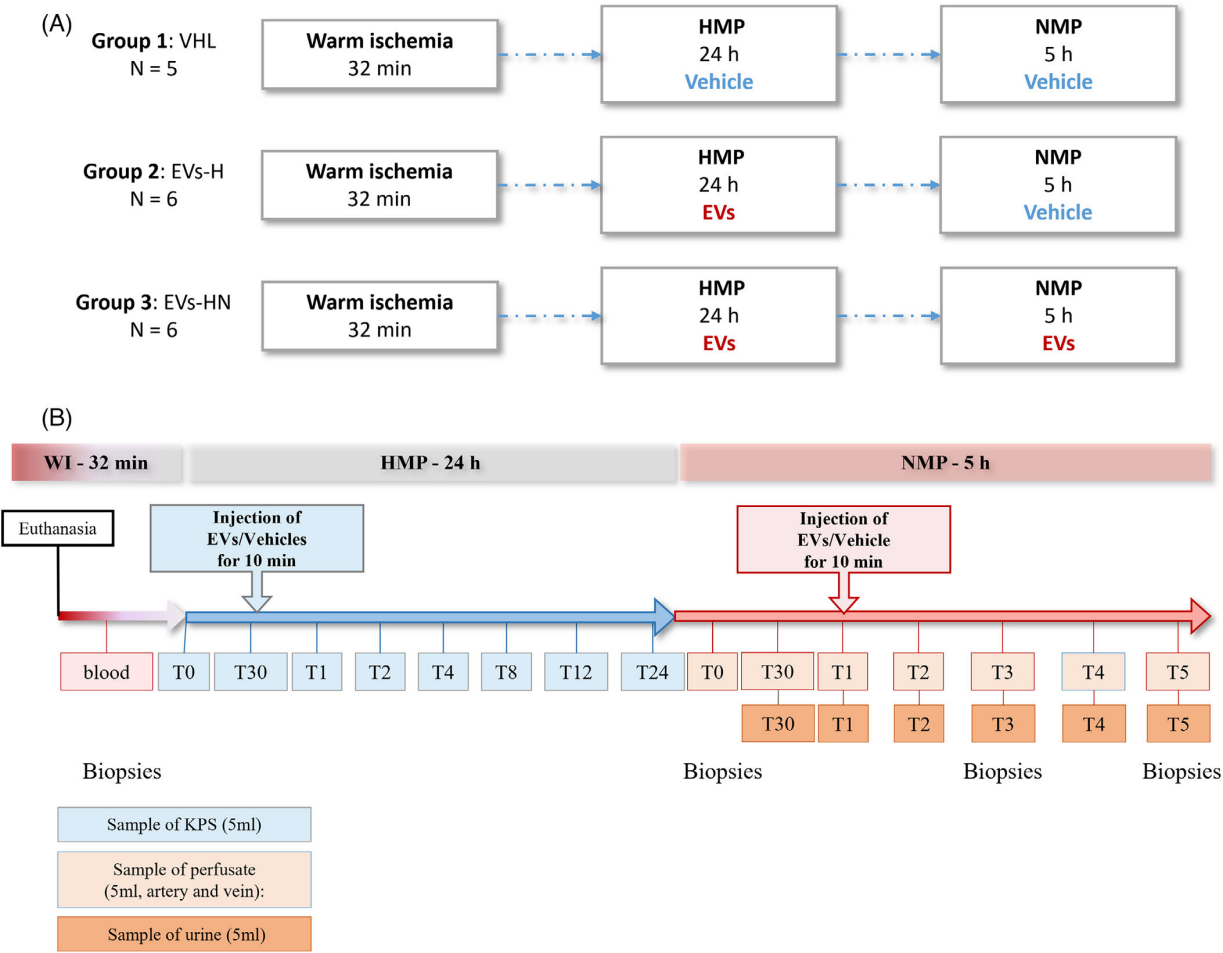
Experimental groups and design. (A) Experimental groups: Group 1 (G1 – Vhl) received only PBS (Vhl) during hypothermic machine perfusion (HMP) and normothermic machine perfusion (NMP) (*n* = 5 kidneys for G1); Group 2 (G2 – EVs‐H) received pUPC‐EVs during HMP and PBS during NMP (*n* = 6 kidneys for G2): Group 3 (G3 – EVs‐HN) received pUPC‐EVs during both HMP and NMP (*n* = 6 kidneys for G3). (B) Experimental design and samplings at different timings (T for timing) (detailed Material and Methods for details).

pUPC‐EVs were injected in the HMP circuit 30 min after the initiation of HMP initiation (needed time for stabilization of perfusion parameters), for both Group 2 (G2–EVs‐H) and Group 3 (G3–EVs‐HN). Compared with Group 1 (G1–Vhl), pUPC‐EVs did not affect perfusion parameters (perfusion flow and kidney resistance) which stabilized around 2 h of perfusion (Figure 3A,B). ASAT, LDH, and lactate gradually accumulate during the 24 h of HMP. ASAT and LDH levels (AUC analysis) did not significantly vary among the groups (Figure 3C). pUPC‐EVs injected in G2 and G3 tended to decrease the levels of lactate (*P* = .090.0 for G3 vs. G1). Thus, pUPC‐EVs injection at HMP in our system appeared feasible and safe since no adverse events linked to the injection were reported; however, no beneficial effect of pUPC‐EVs was highlighted during the 24 h of HMP.

**FIGURE 3:**
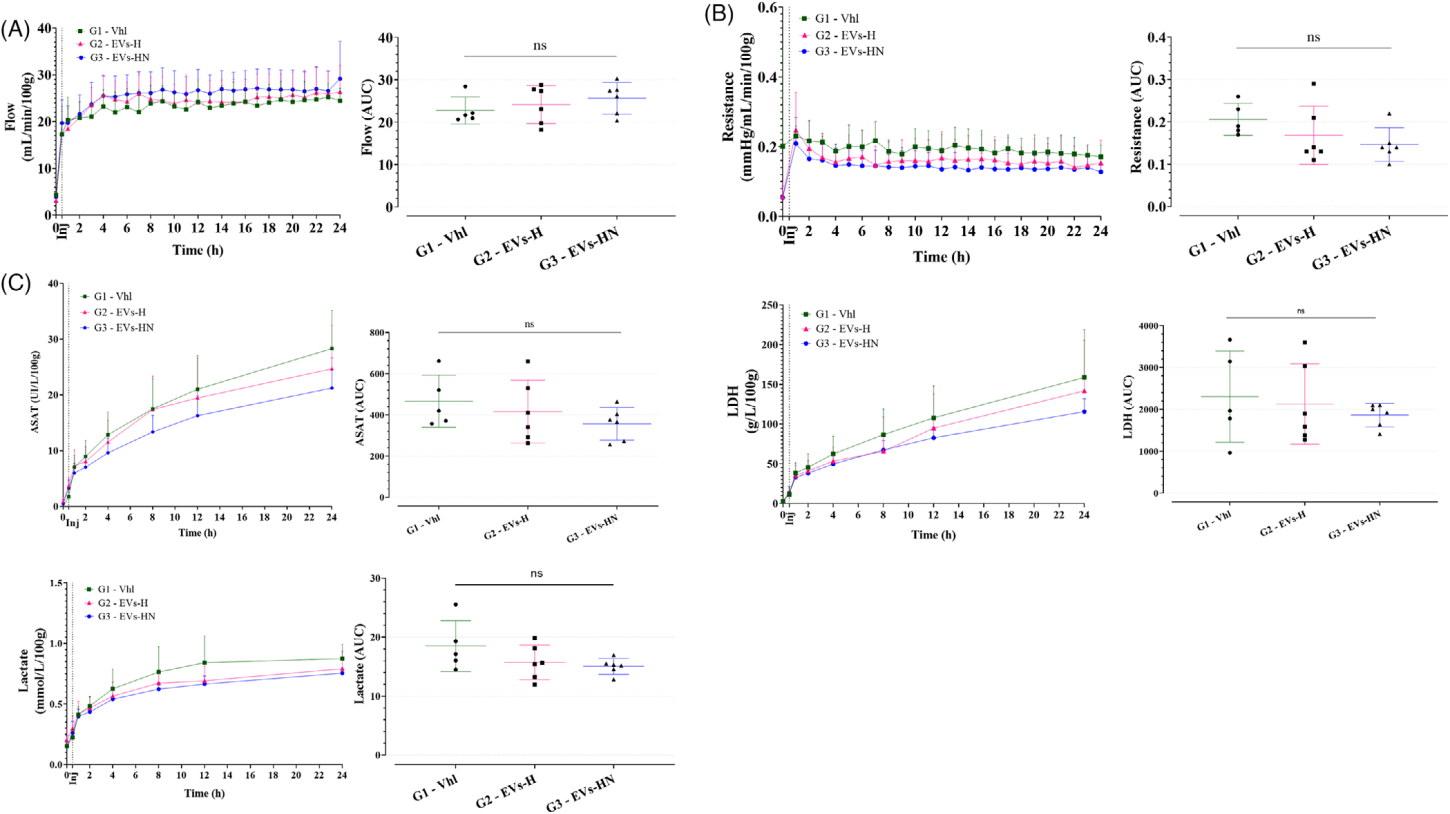
Safety and efficacy of pUPC‐EVs during 24 h of HMP. (A) Perfusion flow expressed in ml/min/100 g of kidney weight during the 24 h of HMP; time is represented in h; data were monitored continuously on the LifePort software; left panel: kinetics; right panel: AUC analysis. (B) Kidney resistance in mmHg/mL/min/100 g of kidney weight during the 24 h of HMP; time is represented in hours; data were monitored continuously on the LifePort software; left panel: kinetics; right panel: AUC analysis. (C) Concentration of cell damage markers in the HMP perfusates: ASAT, LDH, and lactate; left panel: kinetics; right panel: AUC analysis. (ns if *p* > .05, * if *p* ≤.05, ** if *p* ≤  .01, *** if *p* ≤  .001.).

### 3.4 Safety and efficacy of pUPC‐EVs during NMP

pUPC‐EVs were injected in G3 one hour after the NMP initiation. pUPC‐EVs did not significantly impact perfusion flow, kidney resistance, and oxygen consumption (Figure 4A–C). Kidney weight gain (between HMP initiation and NMP end) was similar within groups (Figure 4D) as well as urine production (Figure 4E). ASAT and LDH were significantly decreased in G3 compared with G1 and Lactate was decreased in G3 compared with G2 but not to G1 (*p* = .05, Figure 5A); of note, G3 kidneys seemed to have lower LDH and Lactate levels at the time of EVs injection. Renal function markers such as perfusate creatinine level, creatinine clearance, and sodium excretion fraction were not modified during the 5 h of NMP by the EVs injection (Figure 5B).

**FIGURE 4:**
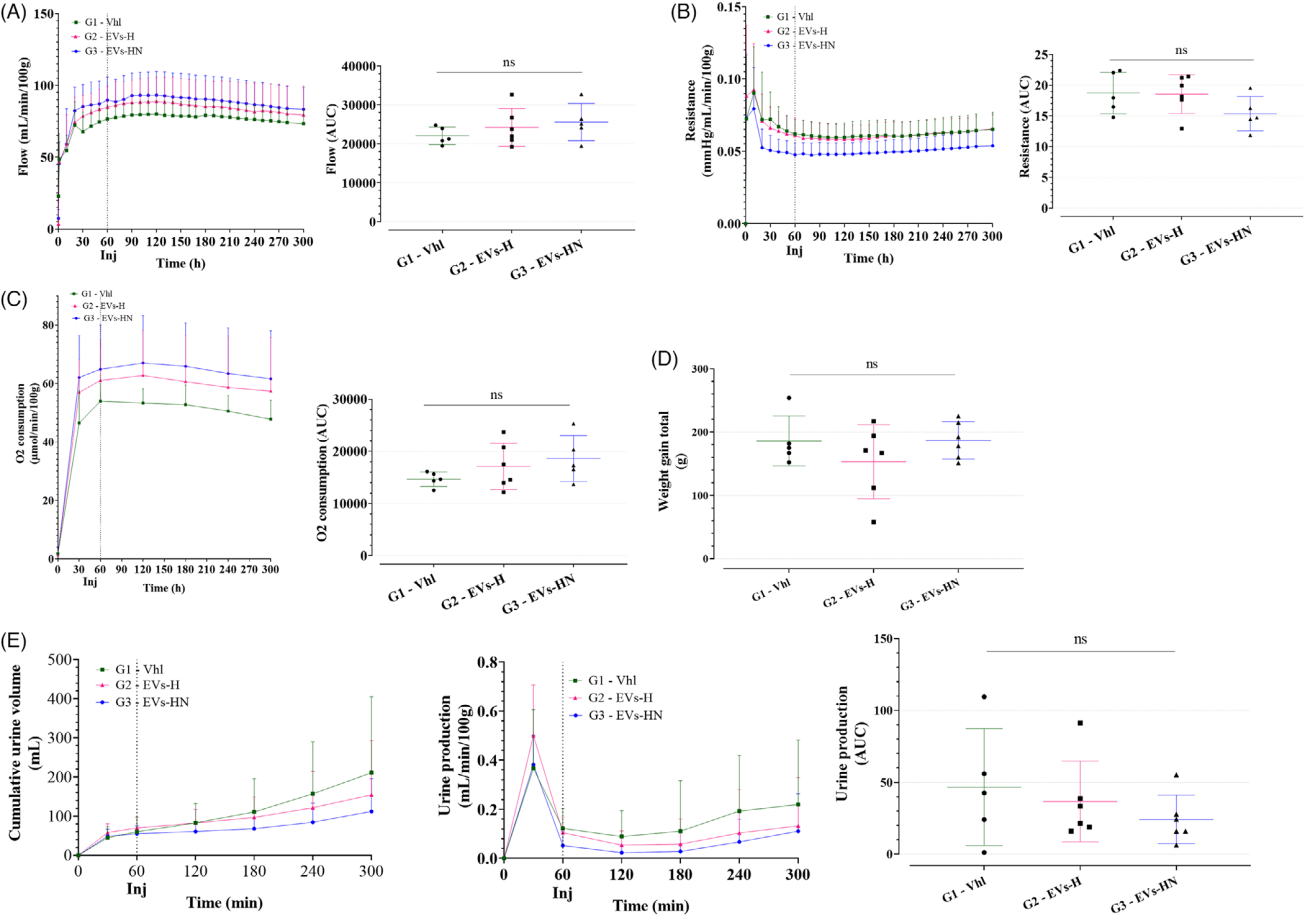
Safety and efficacy of pUPC‐EVs during 5 h of NMP (part 1). (A) Perfusion flow expressed in ml/min/100 g of kidney weight during the 5 h of NMP; time is represented in minutes; left panel: kinetics; right panel: Area under the curve (AUC) analysis. (B) Kidney resistance in mmHg/mL/min/100 g of kidney weight during the 5 h of NMP; time is represented in minutes; left panel: kinetics; right panel: AUC analysis. (C) Oxygen consumption in µmol/min/100 g of kidney weight during the 5 h of NMP; time is represented in minutes; left panel: kinetics; right panel: AUC analysis. (D) Kidney weight gain during the whole procedure (HMP + NMP) in grams. (A) Urine production; left panel: cumulative urine volume (mL); middle panel; urine production in ml/min/100 g of kidney weight; right panel: AUC analysis. (ns if *p* > .05, * if *p* ≤  .05, ** if *p* ≤  .01 and *** if *p* ≤  .001.).

**FIGURE 5:**
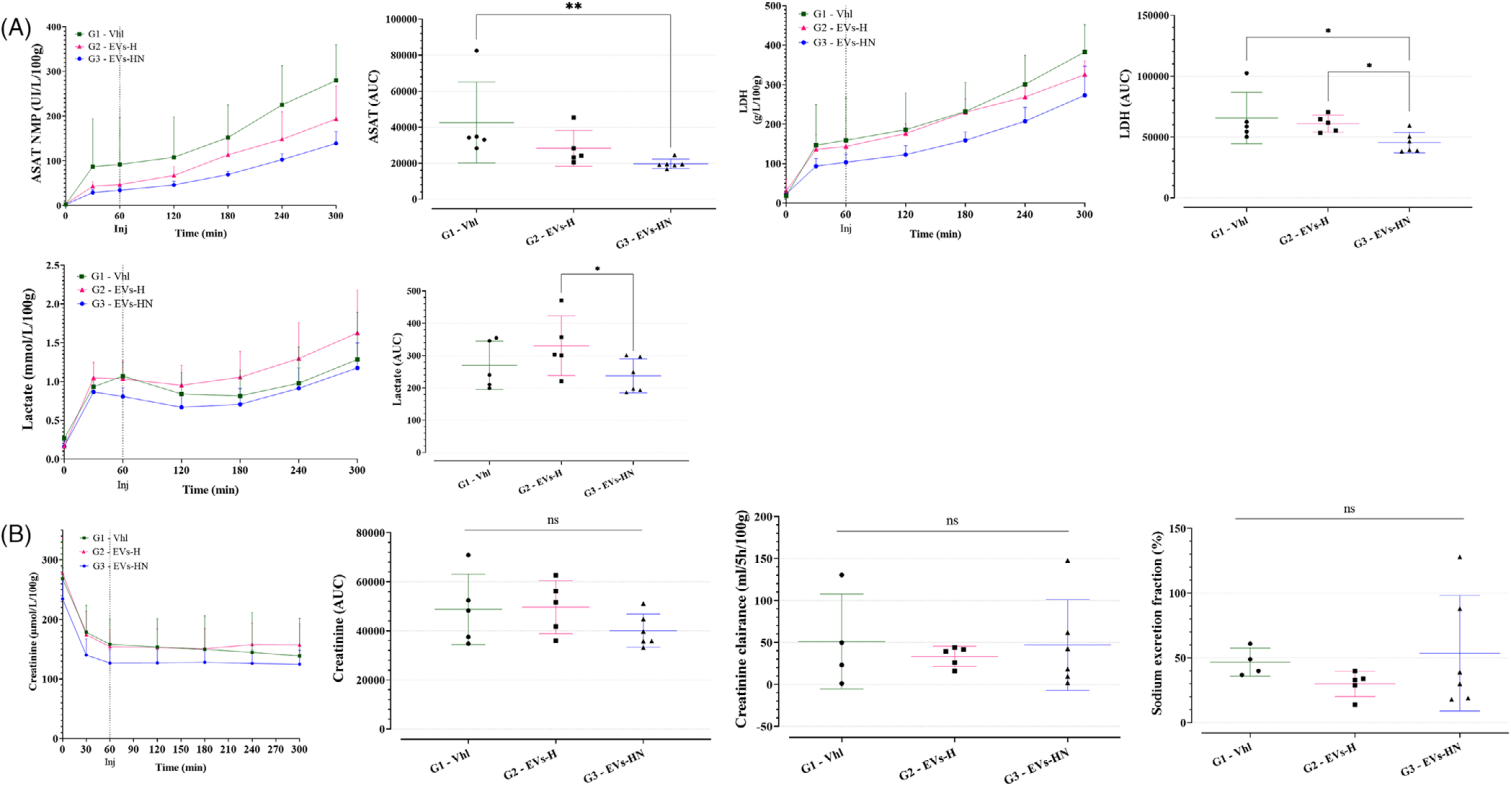
Safety and efficacy of pUPC‐EVs during 5 h of NMP (part 2). (A) Concentration of cell damage markers in NMP perfusates: aspartate aminotransferase (ASAT), lactate dehydrogenase (LDH), and lactate; left panel: kinetics; right panel: AUC analysis. (B) Renal function markers: Creatinine in µmol/L/100 g of kidney weight (left panel: kinetics; right panel: AUC analysis), Creatinine clearance (mL/5 h/100 g of kidney weight), and sodium excretion. (ns if *p* > .05, * if *p* ≤  .05, ** if *p* ≤  .01 and *** if *p* ≤  .001.).

### 3.5 Kidney biopsy histological analysis

We performed kidney biopsies at the beginning of NMP (T0, also corresponding to the end of the HMP) and at the end of NMP. Firstly, NMP itself induced kidney lesions with evidence of tubular dilatation, cell detachment, and inflammation whatever the group. Our results seemed to show that G3 kidneys displayed the most preserved tissue integrity after 5 h of normothermic perfusion, regarding these criteria (Figure 6). Immunohistochemical staining of CD10 and Vimentin showed that G3 kidneys displayed higher expression of CD10 (intact brush border staining) and Vimentin (Figure 6 and Figure S4).

**FIGURE 6:**
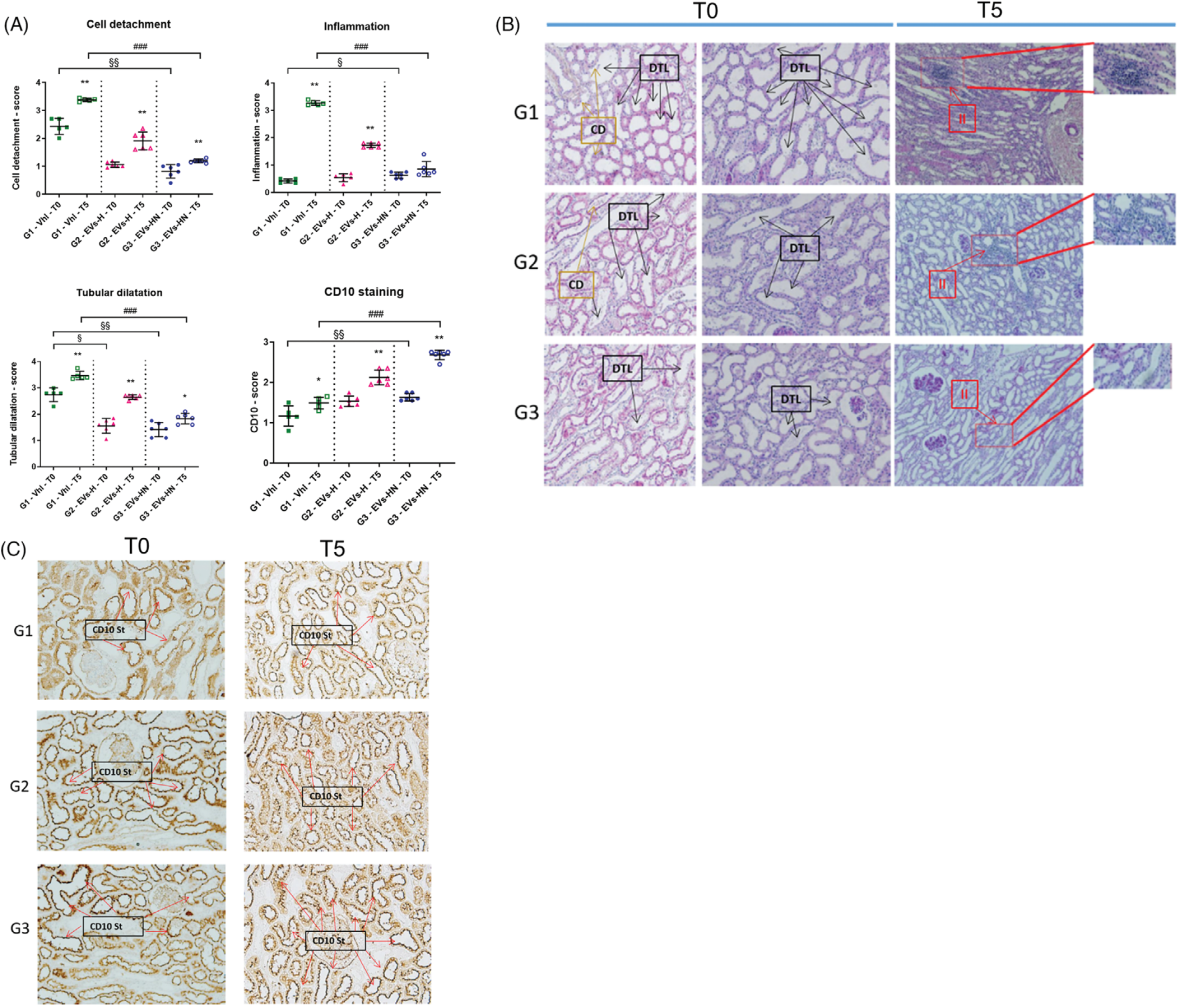
Histological analysis of kidney biopsies: CD, cell detachment; DTL, dilatated tubule; CD10 St: CD10 staining; II, inflammated interstitium. Scores were determined using the following scale, analyzing 10 fields per slide. For cell detachment and tubular dilatation: 0: normal; 1: lesions <10%; 2: lesions 11−25%; 3: lesions 26−50%; 4: lesions 51−75%; 5: lesions > 75% (extensive necrosis). For inflammation: 0: no infiltrate; 1: light localized, 2 light diffuse; 3: intense localized; 4: intense diffuse and 5: extensive. For CD10 staining: number of positive cells per field (10 fields). Meaning for statistical differences. Within each group, T0 versus T5: *p < .05, **p < .01, ***p < .001 (Mann–Whitney test). Between groups, T0 vs. T0: §*p* < .05, §§*p* < .01, §§§*p* < .001 (Kruskal–Wallis + Dunn's multiple. comparisons test), #*p* < .05, ##p < .01, ###*p* < .001 (Kruskal–Wallis + Dunn's multiple comparison test.

### 3.6 Analysis of normothermic perfusate composition

We investigated whether the HMP and NMP perfusion liquid compositions were affected by the presence of pUPC‐EVs and/or their effect on the renal tissue and its secretion. We quantified proteins of interest in HMP/NMP perfusates collected at different time points (Figure 2B). Over a range of selected targets, only five were detected in HMP perfusates: IL6, IL8, IL12, IL18, and HO1 (Figure S5). No change was detected between groups except for IL18, which significantly decreased in G3 versus G1 and G2 (adjusted *p *= .037 and  .025, respectively, Figure S5). HO1 was detected in G1 only (data not shown). During NMP, some proinflammatory markers were decreased in G3 versus G1 such as IL1α and IL1β whereas the anti‐inflammatory protein IL1RA was increased in G3 versus G1, while IL10 and TGFβ did not vary (Figure 7). NGAL levels did not vary among our groups whereas IL‐18 decreased in G3 versus G1 and G2 almost reaching significance (adjusted *p* = .063 and *p* = .051, respectively; Figure 7 and Figure S6).

**FIGURE 7:**
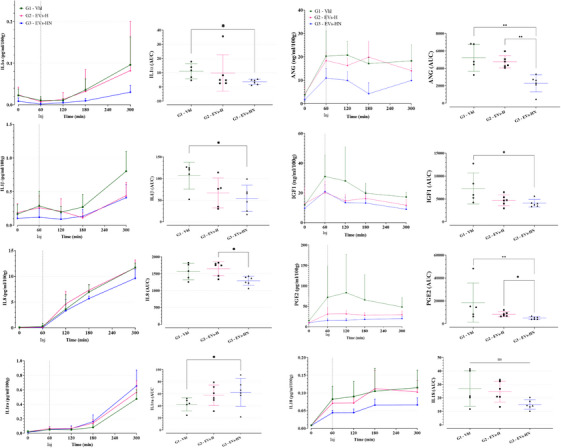
Analysis of normothermic perfusate content: Concentration of cytokines/growth factors in the NMP perfusates: IL1α, IL1β, IL8, IL1ra, ANG, IGF1, PGE2, and IL18. Left panel: kinetics; right panel: AUC analysis. (ns if *p* > .05, * if *p* ≤ .05, ** if *p* ≤ .01 and *** if *p* ≤ .001.).

### 3.7 Analysis of NMP perfusates impact on endothelial cells in vitro

To complete our secretome analysis, we used NMP perfusates on pAOECs cultured in normoxia. Cells treated with G3 perfusates tended to have a higher metabolic activity (XTT assay) compared with G1 (*p* = .0601; Figure 8A). To understand if this observation was due to the direct presence of EVs or mediated by the indirect renal release of cytokines/growth (which could be impacted by EVs presence), we performed an extra NMP procedure without porcine kidney on the circuit and gathered perfusate at T0 (before EVs injection), T2 (1 h after injection), and T5. We observed that T5 perfusate increased pAOEC metabolic activity compared with T0 (*p* = .0146), suggesting that at least part of the effect is due directly to EVs (Figure 8B) but it could not be strictly established because EVs presence after 5 h of perfusion was not verified. We then evaluated the metabolic state of pAOECs treated with NMP perfusates using a Seahorse analyzer. We observed that cells respond to our protocol (decrease of OCR following Oligomycin treatment [Figure 8C]); however, ATP‐linked respiration, known to be sensitive to Oligomycin, was higher for G2 than G1 (G2 versus G1: *p* = .04; G3 versus G1: *p* = .41; Figure 8D). Regarding respiration capacity, basal respiration was increased in G2 (and trend for G3; Figure 8E), but in the presence of oxygen and glucose, the maximum respiration capacity and the spare respiratory capacity were not significantly modified by our perfusates (Figure 8F,G).

**FIGURE 8:**
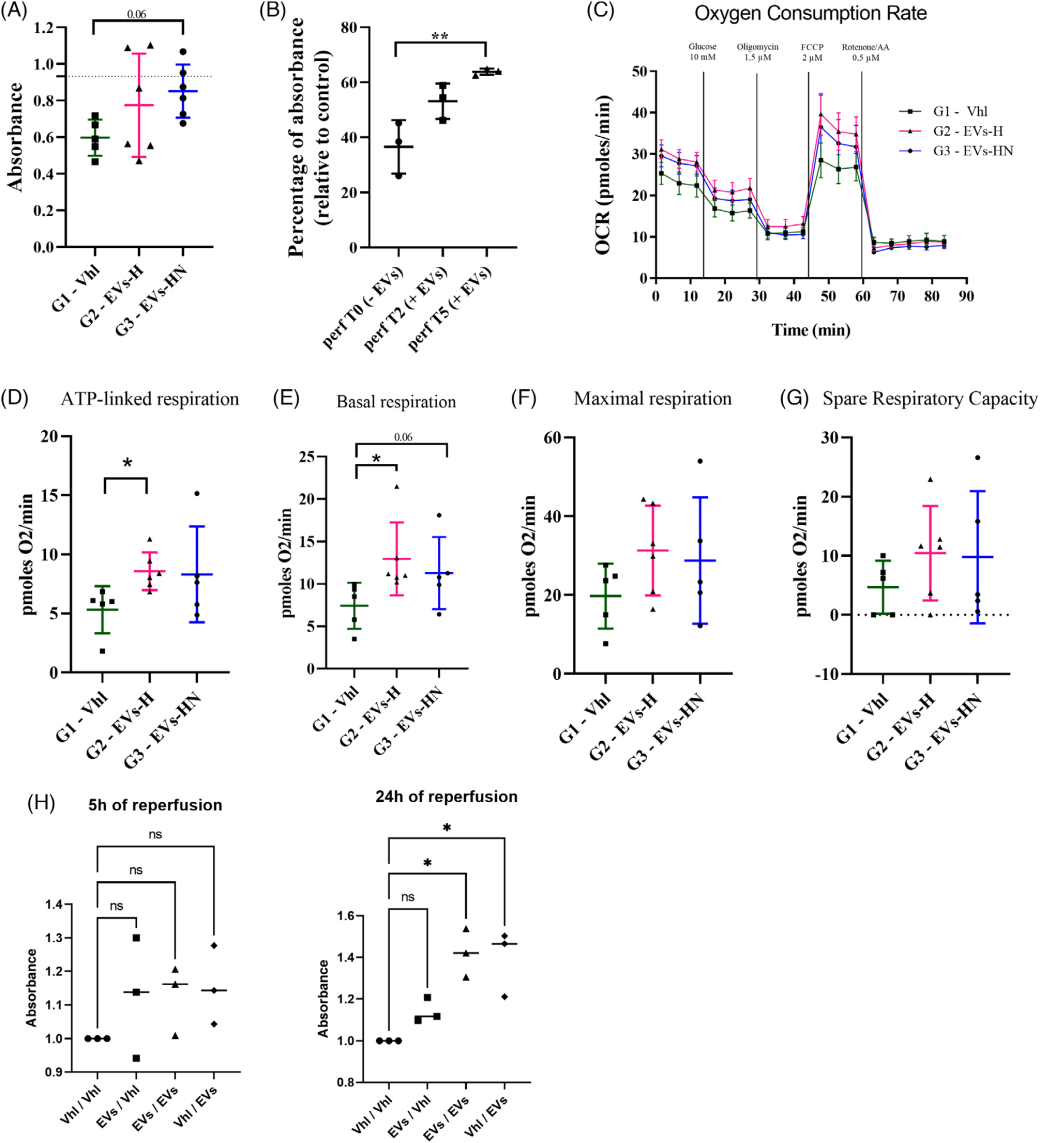
In vitro impact of perfusates and pUPC‐EVs on pAOECs (A–G) and hRGECs (H). (A,B) Mitochondrial activity (absorbance value after XTT assay) of pAOECs (porcine aortic endothelial cells) in basal condition cultured for 48 h with (A) a mix of their regular medium and ex vivo perfusates (diluted perfusates); (B) diluted perfusates from a “blank” NMP procedure when EVs were injected but without kidney on the perfusion circuit. T0: no EVs (before the injection occurring at *t* = 60 min), T2: 2 h of NMP (1 h after EVs injection), T5: 5 h of NMP (4 h after EVs injection). (C–G) Seahorse analysis of pAOECs in basal condition cultured for 48 h with diluted perfusates; data are representative of the metabolic activity from 10 000 cells; (C) Oxygen consumption rate: (D) ATP‐linked respiration; (E) Basal respiration; (F) Maximal respiration; (G) Spare respiration capacity; (H) Mitochondrial activity (absorbance value after XTT assay) of hRGECs (human renal glomerular endothelial cells) in hypoxia‐reoxygenation treated with pUPC‐EVs (or PBS as vehicle, group Vhl/Vhl) either in the hypoxia phase (group EVs/Vhl), during both hypoxia and normothermic reoxygenation (EVs/EVs) or during normothermic reoxygenation only (Vhl/EVs). See the Materials and Methods section for details regarding cell culture protocols and metabolic analyses with the Seahorse analyzer. (ns if *p* > .05, * if *p* ≤ .05, ** if *p* ≤ .01 and *** if *p* ≤ .001.).

Finally, we reproduced our ex vivo preservation model in vitro in a human model using primary endothelial cells, the first cells facing EVs in our model. Human renal glomerular endothelial cells were subjected to 24 h of cold anoxia (4°C) in KPS‐1 preservation solution followed by either 5 or 24 h of normothermia with 20% O_2_. Control cells were treated with PBS‐1X in both hypoxia and normoxia (mimicking G1) and some cells were treated either in the hypoxia phase only (mimicking G2) or in both hypoxia and normoxia (mimicking G3) (same concentration as ex vivo). We added a condition where cells were treated only during the normoxia phase. Using the XTT assay, we showed an increased metabolic activity when cells were treated with pUPC‐EVs both in cold hypoxia and normothermic reoxygenation, compared with control (Figure 8H). However, we only observed a significant increase 24 h post‐reoxygenation, whereas no significant change was detected after 5 h of reperfusion. Similar results were observed when cells were kept under normothermia.

Finally, we used TGFβ2 and IL1β to induce endothelial to mesenchymal transition (EndoMT) on HUVEC^40^ as this phenomenon occurs during renal IRI and is linked with fibrosis^41^ but treatment with pUPC‐EVs did not modify the EndoMT process based on gene expression levels (Figure S7).

### 3.8 Metabolomic analysis of normothermic perfusates

We performed metabolomics analysis on NMP perfusates collected at T5 using an ion trap mass analyzer with Orbitrap technology coupled with liquid chromatography and high‐resolution accurate mass spectrometry. We used a supervised analysis orthogonal partial least squares discriminant analysis to establish if the algorithm could separate the 17 perfusates, separated into three groups (Figure S8A). The results showed that samples could be clustered together, allowing us to extract the contributing variables from the orthogonal partial least squares discriminant analysis model. We then focused on the top 20 contributing metabolites (Figure S8B). Among them, we highlighted some metabolites whose presence was significantly affected by our cell therapy treatment, including (1) a decreased level of Glutathione in G2 (trend for G3) which may reflect a lower level of oxidative stress and then reduced level of this metabolite circulating within the perfusate; as well as a decrease of the withanolides‐analog signaling pathway, involved in the regulation of oxidative stress by upregulation of the Nrf2 and HO‐1 antioxidant responses; (2) a decrease of an ecdysone‐analog sharing homology to aldosterone with mineralocorticoid action^42^ that can induce mesenchymal accumulation of extracellular matrix, epithelial dedifferentiation and kidney cell apoptosis^42^, ^43^; (3) a decrease of a tolvaptan‐analog, a vasopressin receptor antagonist playing a fundamental role in water diuresis^44^; and (4) a decrease of Sulfonylureas‐analog signaling pathway which are selective inhibitors of K^+^/ATP channels playing a significant role as mediator or end effector in remote ischemic preconditioning.^45^

### 3.9 Transcriptomic analysis of kidney biopsies

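Biopsies of 17 kidneys taken at the end of NMP were sequenced, from 5 kidneys of G1, 6 of G2 and 6 of G3. All of these kidneys had 32 min of warm ischemia, 24 h of HMP and 5 h of NMP. G1 received no EVs, G2 received pUPC-EVs during HMP only, and G3 received them during HMP and again during NMP. The authors trimmed the adapters with cutadapt 4.0, aligned the read pairs with STAR 2.7.5a to the pig genome Sscrofa11.1 with Ensembl gene annotation release 108, and deposited the number of reads counted on each gene, without normalization. The paper's text does not name the program that counted the reads. The count table lists 26560 genes, each with at least 1 count in some kidney. Between 19270046 and 24736473 reads per kidney were counted on genes, with a median of 20694719 in G1, 21838757 in G2 and 23147186.5 in G3. In 3 two-sided exact permutation tests of these totals, p was 0.0368 for G2 against G1, 0.0584 for G3 against G1 and 0.286 for G3 against G2, and the smallest Benjamini-Hochberg adjusted p was 0.0877. The authors' sample codes fall into 3 runs of consecutive numbers, referred to as code series A, B and C. Series A holds 2 kidneys of G1, 2 of G2 and 1 of G3, series B holds 2 of G1 and 1 of G3, and series C holds 1 of G1, 4 of G2 and 4 of G3. The meaning of the series is not stated, so differences between groups are given within each series as well.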

Finally, we performed transcriptomic analysis of kidney biopsies using RNA‐seq. PCA separated G3 samples (in blue) from G1 samples (in green), except for one outlier G1 sample. 

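PCA was computed on the 500 genes with the highest variance of log2 CPM (reads counted on a gene relative to the library total, with edgeR's TMM normalization and a prior count of 2). The first axis held 27.3% of the variance and the second axis 16.9%. No straight line in the plane of both axes had all 5 G1 kidneys on one side and all 6 G3 kidneys on the other. The kidney on the far side was G3 kidney 3, and its removal, but not that of any other single kidney, let a line part G1 from G3. A line could part 11 of all possible splits of these kidneys into groups of 5 and 6, or 2.38%. Over the same genes, the root mean square distance of G3 kidney 3 was 40.76 on the log2 scale to the G1 kidneys and 52.86 to the other G3 kidneys. The kidney nearest to it was G1 kidney 3. G3 kidney 1 was also nearer to the G1 kidneys, at 43.53, than to the other G3 kidneys, at 44.90. All 5 G1 kidneys were nearer to the other G1 kidneys than to another group. Together the 3 groups explained 15.5% of the squared distances between kidneys (one-sided exact permutation test over all 5717712 assignments, p = 0.160). The Benjamini-Hochberg adjusted p over the 4 separations tested was 0.300. With 1 kidney left out in turn the share ran from 15.0% to 19.5%, with exact permutation p from 0.0505 to 0.261, and the largest move came from leaving out G2 kidney 2. Among the 4 other choices of genes or scale, all genes with at least 1 count moved it most, to 12.5% (exact permutation test, p = 0.401). No code series holds more than 2 kidneys of G1, so separations that involve G1 could not be recomputed within a series.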

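Of the 6 G2 kidneys, 4 were nearer to another group than to the other G2 kidneys in the same distances. G2 kidneys 1, 4 and 5 were nearest to the G1 kidneys. G2 kidney 2 was at 44.63 from the G3 kidneys, at 44.72 from the G1 kidneys and at 54.94 from the other G2 kidneys. G2 kidneys 3 and 6 were nearest to the other G2 kidneys, at 53.85 and 52.57. Group explained 10.7% of the squared distances between G1 and G2 kidneys (one-sided exact permutation test over all splits, p = 0.312). Between G2 and G3 kidneys it explained 11.2% (one-sided exact permutation test over all 924 splits, p = 0.225), and 14.1% within code series C, with 4 kidneys of each group (exact permutation test, p = 0.40). Neither share was larger than other splits of the same kidneys often gave. No straight line parted G2 from G1 or from G3 in the plane of the first and second axes, and no removal of a single kidney let one do so.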

G2 samples (in red) were spread out among G1 and G3 samples (Figure 9A). For post‐transcriptomic analysis, we considered only G1 and G3 groups which were fully separated by PCA (Figure 9B). 

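With the 500 most variable genes chosen over the 11 kidneys of G1 and G3, the first axis held 27.4% of the variance and the second axis 18.4%. The share of the squared distances explained by group was 14.7% (one-sided exact permutation test, p = 0.0887). Across the 4 other choices of genes or scale, the share lay between 11.3% and 15.0%, with exact permutation p between 0.0779 and 0.201. With 1 kidney left out in turn it lay between 13.7% and 21.4%. The highest share came without G3 kidney 3 and was the only one of these with an exact permutation p under 0.05 (p = 0.0159). In the plane of both axes no straight line parted G1 from G3 unless G3 kidney 3 was removed. A line could part 13 of all possible splits (2.81%). G3 kidney 3 was at 42.12 from the G1 kidneys and at 53.64 from the other G3 kidneys, and G3 kidney 1 at 45.24 and 46.13.

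**Figure D1:**
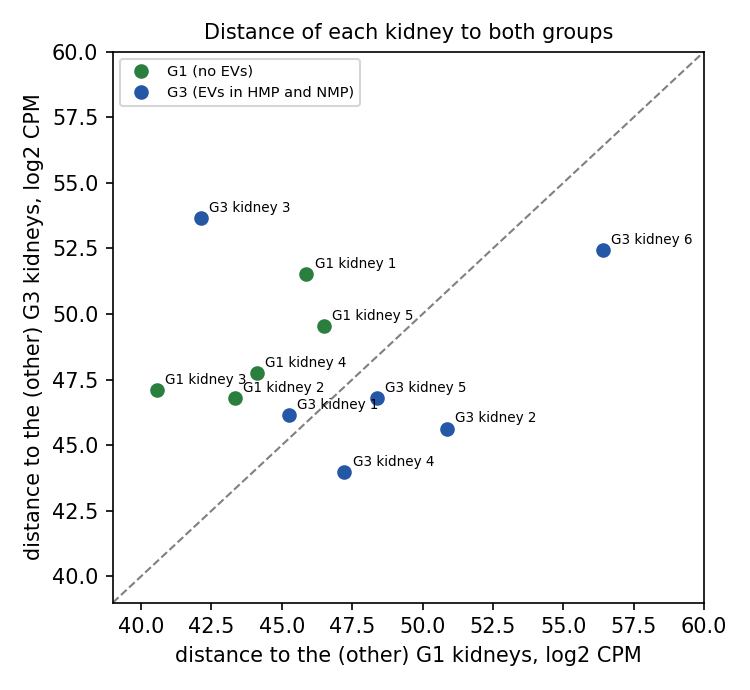
Root mean square distance of each kidney to the other G1 kidneys (horizontal axis) and to the other G3 kidneys (vertical axis), in log2 CPM over the 500 most variable genes. Each point is 1 kidney and the dashed line marks equal distances. All 5 G1 kidneys and G3 kidneys 1 and 3 lie above the line, nearer to G1.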

The differential gene expression pattern between G1 and G3 is represented as a volcano plot in Figure 9C. 

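Differential expression was tested on the 25719 genes with at least 1 count in the 11 kidneys of G1 and G3, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. An adjusted p under 0.05 was reached by 2 genes, BCAT2 and a long non-coding RNA listed as ENSSSCG00000050204, both lower in G3. Without adjustment, 1216 genes (4.73%) had a p under 0.05, of which 498 were higher and 718 lower in G3. Evenly spread p-values would give 1286. Over 32 splits of these kidneys into groups of the same sizes, the median was 886.5 genes. At least 1216 genes were found in 6 of these splits, the real one included. The criterion of a fold change over 1.5 with an unadjusted p under 0.05 was met by 869 genes, 319 higher and 550 lower in G3. Among the alternatives that kept all 11 kidneys in their groups, DESeq2's Wald test moved the first count most, and under it 31 genes had an adjusted p under 0.05, 23 higher and 8 lower, with both genes of the edgeR test among them. In simulated counts with no difference between groups of these sizes, edgeR called 3 genes and DESeq2 called 8. With the code series as a covariate in the edgeR test, 11 genes passed, again with both genes among them. Over 20 equal bins of the unadjusted p, the number of genes per bin ran from 1020 to 1905.

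**Figure D2:**
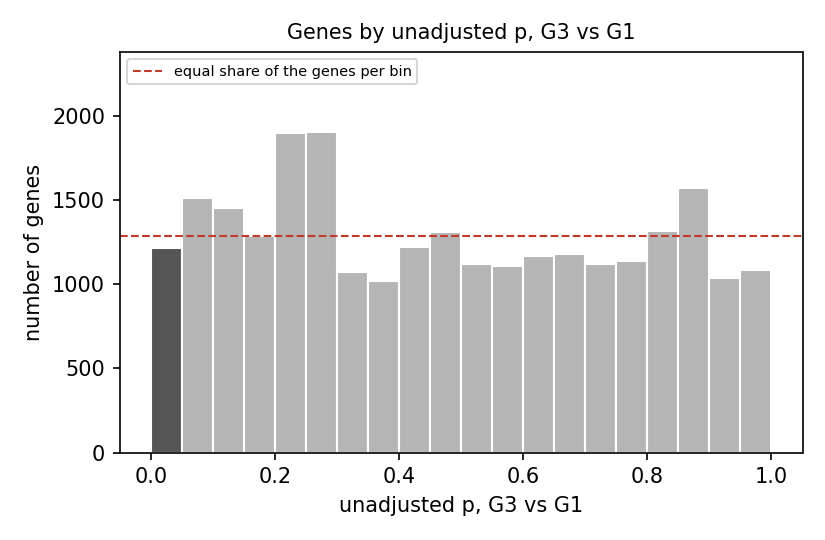
Number of genes (vertical axis) by unadjusted p of the comparison of G3 with G1 (horizontal axis) in 20 equal bins. The dark bar holds the 1216 genes with p under 0.05 and the dashed line marks the 1286 genes per bin that an equal share would give.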

Top differentially regulated genes from the volcano plot were plotted into a heatmap (Figure 9D and Table S3) and include some genes of interest such as *SOX7, ISG15*, and *TWIST1* for instance. 

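SOX7 (ENSSSCG00000031889) lies on chromosome 14 of Sscrofa11.1 (RefSeq annotation) from 13938381 to 13945324. Its expression was 20.1 ± 2.83 CPM (SD, n = 5) in G1 and 36.3 ± 8.90 CPM (SD, n = 6) in G3. The log2 fold change was 0.85 (standard error 0.169, adjusted p = 0.291 from edgeR's quasi-likelihood test). All 6 G3 kidneys were above all G1 kidneys (two-sided exact permutation test of log2 CPM, p = 0.00433). The margin was very small, with G3 kidney 6 at 24.92 CPM and G1 kidney 1 at 24.89 CPM. The adjusted p of SOX7 ran from 0.00598 to 0.691 over the 10 alternatives that kept all kidneys and was under 0.05 in 3 of them. Within code series A, B and C the difference of its mean log2 CPM was 0.86, 0.87 and 0.87. ISG15 (ENSSSCG00000040575), on chromosome 6 from 63363201 to 63364211, was at 239.1 ± 69.4 CPM (SD, n = 5) in G1 and 467.5 ± 170.9 CPM (SD, n = 6) in G3. Its log2 fold change was 0.95 (standard error 0.231, adjusted p = 0.460 from edgeR), and 5 of 6 G3 kidneys were above all G1 kidneys (exact permutation test, p = 0.0130). Its difference within the series was 1.20, 0.38 and 0.96. TWIST1 (ENSSSCG00000058909), on chromosome 9 from 88286911 to 88290131, was at 2.75 ± 0.650 CPM (SD, n = 5) in G1 and 1.47 ± 0.256 CPM (SD, n = 6) in G3, from 22 to 76 counts per kidney.
TWIST1 had a log2 fold change of -0.91 (standard error 0.249, adjusted p = 0.672 from edgeR), and all 6 G3 kidneys were below all G1 kidneys (exact permutation test, p = 0.00216). Its difference was -0.54, -1.41 and -1.04 within series A, B and C, where series A and B hold 1 kidney of G3 each and series C holds 1 of G1. Of the 40 genes of Table S3, all 40 changed in the direction given there. An unadjusted p under 0.05 was found for 37 of them and an adjusted p under 0.05 for 1, or for 37 when adjusted over this list alone. Of the 38 genes of Fig. 9D, 37 could be matched to an identifier, and all 37 changed in the direction shown there, 27 higher and 10 lower in G3. Both lists were chosen by the authors from kidneys of these same groups. The log2 fold changes of Table S3 came closest to those of fits without G3 kidney 3 in the G3 group.

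**Figure D3:**
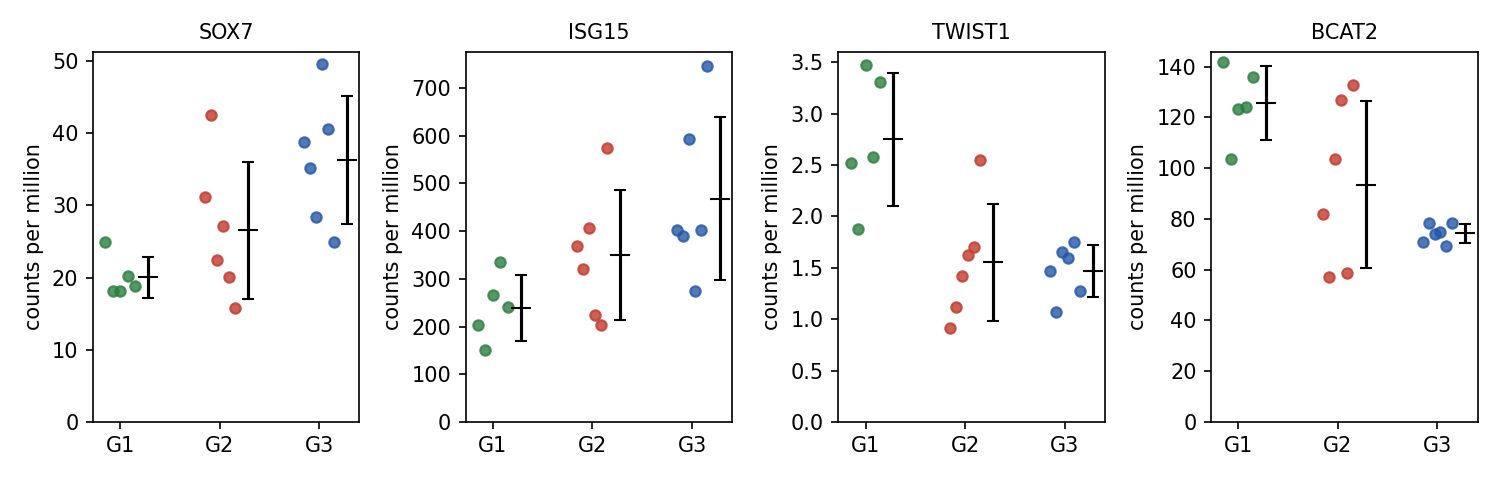
CPM (vertical axes, from 0) of SOX7, ISG15, TWIST1 and BCAT2 in G1, G2 and G3. Each point is 1 kidney and the black bars give mean ± SD of 5, 6 and 6 kidneys. BCAT2 in G3 lies between 69.1 and 78.4 CPM, below all G1 kidneys.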

We then performed a functional enrichment analysis in order to highlight pathways/genes potentially involved in the observed kidney response to EVs treatment and found the following pathways affected by our cell therapy product: “immune system process”, “response to external stimulus”, “response to stress”, “regulation of response to stress”, “ISG15‐protein conjugation” notably (Figure S9). In addition, we performed a bibliographic analysis combined with functional enrichment using gprofiler on the list of pathways that were differentially expressed among G1 and G3. 

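Gene ontology terms could not be recomputed from the deposited files, so expression was summarised over short gene lists. The interferon score of a kidney was the mean log2 CPM over 44 of 88 interferon-stimulated genes, the 44 whose symbol is known. It was 4.97 ± 0.365 (SD, n = 5) in G1, 5.21 ± 0.389 (SD, n = 6) in G2 and 5.89 ± 0.420 (SD, n = 6) in G3. The difference of 0.91 between G3 and G1 had p = 0.00649 in a two-sided exact permutation test. G3 was higher than G2 by 0.68 (exact permutation test, p = 0.0217), while the difference of 0.23 between G2 and G1 did not exceed the spread between kidneys (exact permutation test, p = 0.329). Over the 5 score comparisons made, the adjusted p of the 3 differences was 0.0216, 0.0361 and 0.329. Without the genes of Table S3 and Fig. 9D, 25 genes remained, and G3 was higher than G1 by 0.83 (exact permutation test, p = 0.0173). Symbols were known mainly from the authors' table of genes with p under 0.05 between G3 and G1, so the list holds genes already chosen for this difference. A choice of genes high in G3 kidneys also favours G3 over G2. Within code series A, B and C the difference between G3 and G1 was 1.12, 0.30 and 0.68. Series B holds no kidney of G2. Within series A and C the difference between G3 and G2 was 0.66 and 0.76, and that between G2 and G1 was 0.47 and -0.08, reversed in series C, where G1 has 1 kidney.
The ISG15 conjugation score covered 6 of 10 genes, ISG15, UBE2L6, HERC5, HERC6, TRIM25 and USP18. It was 5.38 ± 0.480 (SD, n = 5) in G1, 5.74 ± 0.415 (SD, n = 6) in G2 and 6.35 ± 0.450 (SD, n = 6) in G3. The difference of 0.97 between G3 and G1 had p = 0.00866 in a two-sided exact permutation test, and the adjusted p was 0.0216. These genes too have symbols mainly from the table of genes that differ between G3 and G1, so they were already chosen for this difference. Within the series it was 1.32, 0.27 and 0.74. Single genes of this list were higher in G3 by 0.73 (TRIM25) to 1.11 (USP18). From the enrichment of the genes that differ between G1 and G3, the paper states that pathways of the immune system, of the response to stress and external stimulus and of ISG15-protein conjugation were affected by its cell therapy product.

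**Figure D4:**
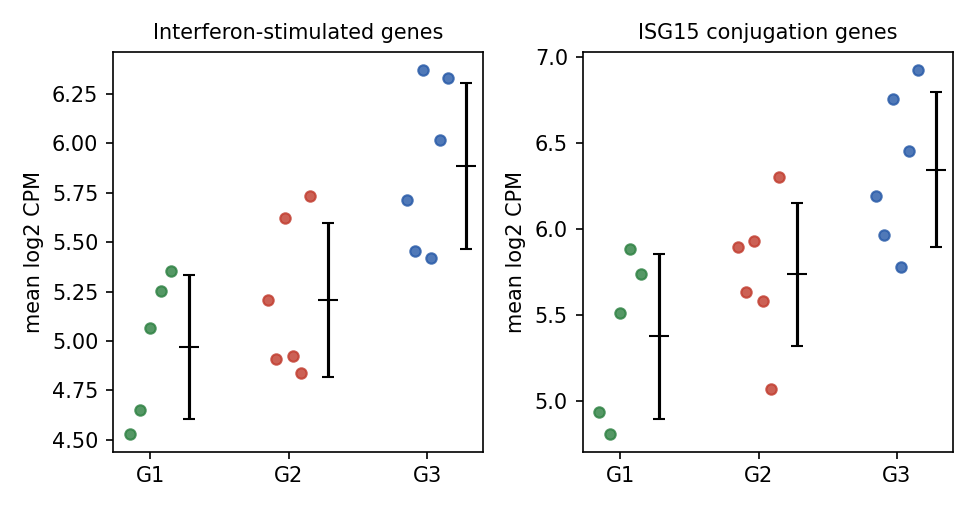
Mean log2 CPM (vertical axes) over 44 interferon-stimulated genes and over 6 ISG15 conjugation genes in G1, G2 and G3. Each point is 1 kidney and the black bars give mean ± SD of 5, 6 and 6 kidneys. The interferon score ran from 4.53 to 5.36 in G1 and from 5.42 to 6.37 in G3.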

We quantified the expression of some selected target genes by qRT‐PCR including genes linked with ISGylation (*ISG15*), ubiquitylation (*SUMO1 and SUMO2*), cell proliferation (*PCNA*), hypoxia (*HIF1* α *)*, and immunomodulation (*SOC5* and *FOXP3*) (Figure S10).

**FIGURE 9:**
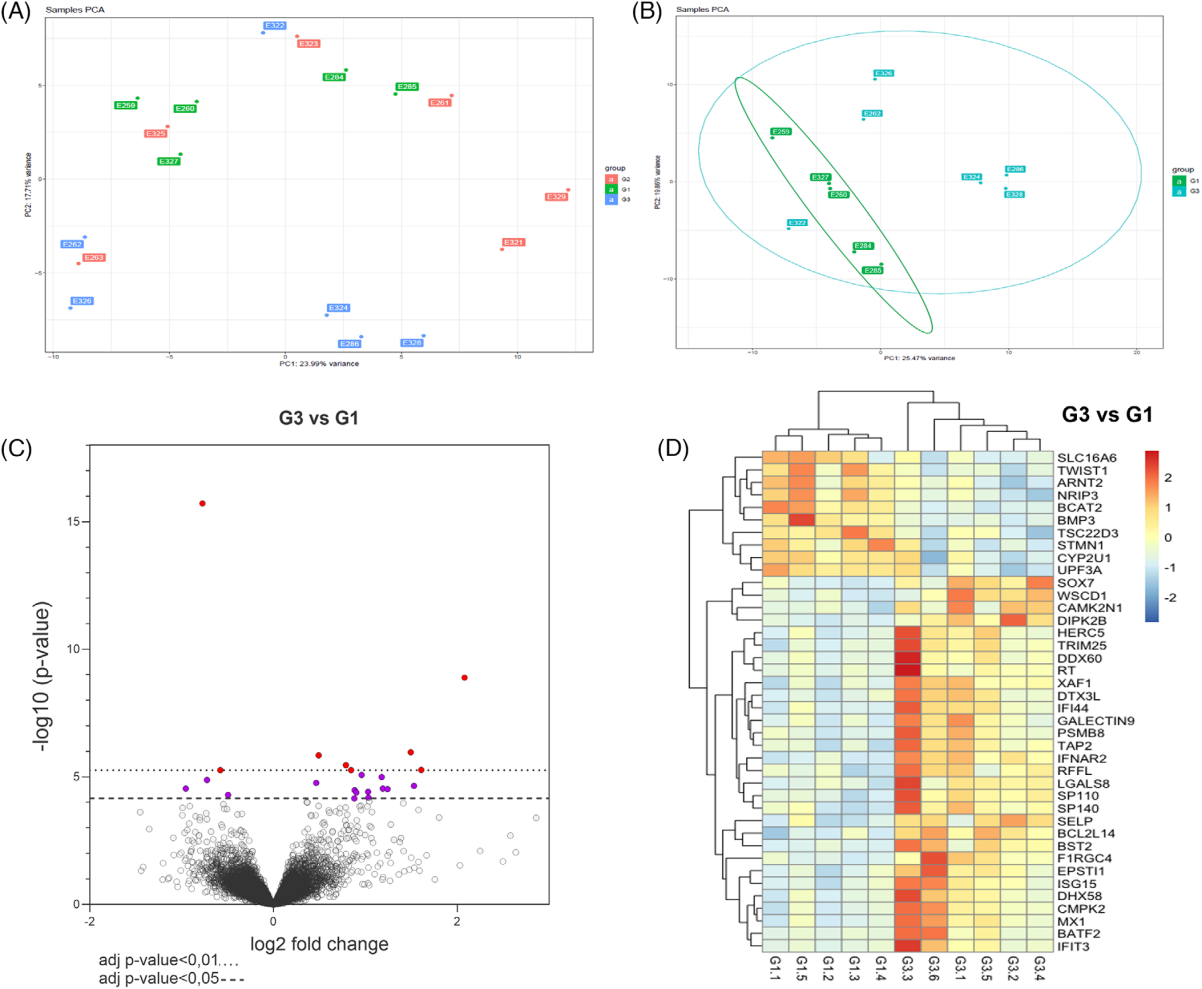
Transcriptomic analysis of kidney biopsies. (A) Principal component analysis of the RNAseq data for G1, G2, and G3 groups. (B) Principal component analysis of the RNA‐seq data for G1 and G3 groups only. (C) Volcano‐plot analysis showing differential gene expression between G1 and G3. (D) Heat map showing most differentially regulated gene expression between samples from G1 and G3; data are deposited on GEO (number GSE255005).

## 4 DISCUSSION

Combining an innovative cell therapy product based on porcine UPC‐EVs with an IR ex vivo porcine kidney model, our study shows that (1) UPCs can be isolated from voided porcine urine and share a characterization profile with human UPCs; (2) pUPC‐EVs injection during HMP is feasible and does not perturb kidney perfusion parameters; (3) pUPC‐EVs injection during HMP and NMP is feasible, decreases cell damage markers and triggers an immunomodulatory profile; (4) NMP perfusates treated with pUPC‐EVs have a positive indirect impact on cultured cells in basal and hypoxic conditions; and (5) pUPC‐EVs‐treated kidneys have distinct biochemical, metabolic, and transcriptomic profiles highlighting some targets of interest.

### 4.1 The choice of the cell therapy product

The choice of UPCs among other stem cell types relies on their many advantages, among them renal origin and convenient isolation procedure. We used porcine cells to avoid hurdles linked with inter‐species approaches, thus characterizing our product was crucial (porcine UPCs were not described yet). We found that pUPCs share characteristics with their human counterparts and can differentiate into tubular epithelial cells. However, the maturity as well as functionality of the differentiated cells were not analyzed.

Testing the injection of UPCs instead of their extracellular vesicles could have been interesting. However, the scientific community has significant experience with MSC cell therapy showing that beneficial effects are due to cell paracrine effects rather than engraftment.^46^ On the other hand, one could expect that UPCs, based on their renal origin and differentiation capacity, would have additional potential to engraft and participate in renal regeneration by differentiating. We chose to test pUPC‐EVs since increasing evidence in the literature shows some benefits for stem cell‐derived EVs in different pathological contexts.^24^, ^47^, ^48^, ^49^ Moreover, EVs offer advantages compared with whole cells: (1) they may be less immunogenic despite MHC‐I expression^50^; (2) their size likely prevents them from being stuck in the perfusion circuit (or vascular bed), especially since cold storage induces vasoconstriction; (3) they can be cryopreserved at −80°C without additives. These elements may facilitate a potential transfer of this technology from bench to bedside, using EVs as intrants in preservation solutions. We attempted to follow MISEV 2023 guidelines to produce and characterize our EVs (likely belonging to the MISEV 2023 exosome category but such nomenclature would require a more exhaustive characterization) by using the gold standard Nanosight Tracking to provide a precise EVs quantification/evaluation. Our EVs expressed ALIX and TSG101, 2 recommended cytosolic proteins for exosome characterization. However, we faced issues in validating some MISEV 2023 recommended transmembrane protein expression, such as CD9 or CD81, by Western Blot due to the poor availability of pig cross‐reacting antibodies. The optimal number of EVs to inject remains a question. Few studies injected MSCs in porcine kidney models^20^, ^22^, ^51^ and it was shown that injection of up to 10 million MSCs was deemed safe.^51^ In a porcine model, previous studies showed an immunomodulatory effect of EVs derived from porcine MSCs on kidneys.^52^ They injected systemically 10 × $10^{10}$ EVs but hypothesize that only 5% of these went into the kidney, that is, 5 × $10^{9}$ vesicles with EVs representing only 10% of their injected EVs population (or 5 × $10^{8}$ EVs). We thus decided to inject the amount of EVs secreted by about 10 million UPCs, corresponding to around $.65^{10}$ pUPC‐EVs per injection.

Regarding injection timing, ischemia induces a vasoconstriction impacting kidney perfusion during the first minutes of ex vivo perfusion, thus inducing the no‐reflow phenomenon.^53^ We chose the injection timing based on a compromise between avoiding the first “chaotic” minutes of perfusion and the desire to inject them as early as possible to observe an effect. It may be further considered to repeat the injection to emphasize its effects as well as label the EVs to follow their distribution within kidneys.^52^

### 4.2 The ex vivo preservation model

We used a relevant porcine preclinical model with kidneys having anatomical, physiological, and functional similarities with their human counterparts,^54^ allowing the use of a perfusion system used in clinics and dedicated preservation solutions. Conditioning porcine grafts is also of interest in the context of xenotransplantation where recent studies brought new insights regarding genetically modified animals, immune response, and “long‐term” follow‐up after xenotransplantation.^55^, ^56^, ^57^ Our kidneys came from a collaborating slaughterhouse where animals are killed for food industry purposes, in line with the animal ethical 3R rules. The specificity of this model is the incompressible warm ischemia time (around 30 min) which impacted kidney function whatever the group; this is, however, a clinical situation occurring with organs coming from DCD donors. We chose to use a model combining both HMP and NMP; as the effect of EVs during both procedures independently was unknown and the combination of both was not described. Moreover, HMP offers a large window for extracorporal organ conditioning probably more easily applicable in clinical settings, preparing the graft for its reperfusion. We used the LifePort HMP system (Organ Recovery System) which showed benefits in clinical setting^2^ with a cold preservation time of 24 h^58^ close to the average kidney preservation time in France (Biomedicine Agency). HMP was followed by 5 h of NMP performed on a home‐made perfusion system based on previous studies including investigation on the effect of cell therapy approaches.^22^, ^59^ Indeed, one interesting idea, currently tested in preclinical and clinical studies, consists of performing a preservation sequence combining HMP and a few hours of NMP to condition the graft.^60^, ^61^, ^62^ In this context, introducing cell therapy during the NMP windows appears as a promising option.^8^

We used a relevant preclinical porcine kidney preservation model but one limitation we faced is that only short‐term analyses are feasible and the long‐term effect of our cell therapy product was not assessed here. This proof‐of‐concept study will be validated in a preclinical porcine kidney transplantation model with long‐term follow‐up of the transplanted kidney (3 months) before translating these results into human clinical trials. This model is one expertise of our laboratory^63^, ^64^ and will allow analysis of renal graft recovery, delayed graft function, graft histology (fibrosis, inflammation), etc.

### 4.3 The effect of pUPC‐EVs

Porcine UPC‐EVs did not impair kidney perfusion during either HMP or NMP, demonstrating the technical feasibility of our strategy. pUPC‐EVs did not impact kidney functional parameters (creatinine clearance and sodium excretion fraction). This might be explained by the fact that 5 h of NMP is not long enough: some parameters relative to kidney function would need to be analyzed either during a longer perfusion or after KTx analyzing both short‐term and long‐term function. Our experience in the porcine auto‐transplantation model shows that plasma creatinine reaches a peak between Days 1 and 3 post‐Tx.^63^

We observed that pUPC‐EVs injection performed in both HMP and NMP: (1) decreases cell membrane damage/necrosis (LSH, ASAT) markers released; (2) reduces circulating stress‐responsive markers (HO‐1, IL‐18) and pro‐inflammatory cytokines (IL‐1α, IL‐1β). ASAT and LDH are widely used as markers for necrosis, as they are released during cell death. Moreover, ASAT is also used as a biomarker in kidney IR.^65^ Here, we observed a decrease in ASAT and LDH levels in G3 compared with G1 (AUC analysis); however, these results should be considered with caution since kidneys from G3 already seemed to have lower LDH/Lactate levels at the time of EVs injection (no performed statistics). Concerning IL‐18, the decrease in G3 is considered a sign of diminished stress injury,^66^ similar to the decrease of HO‐1, a stress‐responsive enzyme.^67^ Overall, our results seem in favour of an immunoregulatory balance in G3. This finding, in line with the literature, shows the immunomodulatory properties of EVs from MSCs^68^ and USCs.^32^ We also observed a decreased expression of IGF1, VEGFA, and ANG in G3. These results may suggest that EVs injection would limit renal damage during reperfusion, thus limiting the need for kidneys to secrete those factors involved in cellular repair. However, due to the experimental design, the exact cytokines’ origin cannot be precisely established: either initially present in the EVs or secreted by the kidney in response to the treatment. Regarding metabolism, the important lactate production/accumulation might reflect the metabolic shift occurring when the tissue faces hypoxic stress. Lactate level is decreased in G3 at the oxygenated reperfusion time in NMP; this may be linked to a better oxidative metabolism recovery. This result is concordant with our in vitro data suggesting a better preservation of mitochondrial activity. Finally, our results from histological analysis seemed to show that kidneys from G3 displayed a better‐preserved structure, compared with kidneys from G1 and G2 with reduced tubular dilatation (tubular flattening), cell detachment, and inflammation. However, kidney biopsies were performed after only 5 h of normothermic perfusion, limiting our interpretation and must be addressed further in a long‐term model of reperfusion. Moreover, CD10 staining, reflecting the integrity of the brush border, was enhanced in G3. Finally, we observed an increased staining of Vimentin in G3, which could be explained as Vimentin expression is required during the early phases of renal reparation.^69^ Importantly, those results should be further validated in a long‐term transplantation model which is necessary to assess the impact of the observed changes (at the cellular and tissular level) on the graft function.

### 4.4 Toward deciphering mechanism of EVs action

We took advantage of a model producing well‐controlled perfusates and tissues to decipher the mechanisms underlying the observed benefits using in vitro assays, metabolomics, and transcriptomics. First, perfusate containing EVs directly increased the metabolic activity of endothelial cells in basal and hypoxia‐reoxygenation conditions. Very recent studies provided significant insights into the proteome/metabolome of kidneys preserved with HMP.^70^, ^71^ Second, we showed the possibility of performing open metabolomic analysis on perfusion liquids collected from kidneys undergoing normothermic perfusion machine. Indeed, using an ion trap mass analyzer with Orbitrap technology coupled with LC/MS, a supervised classification led to the identification of the Top20 metabolites discriminating against our samples. Among those, we highlighted some notably linked with oxidative stress (glutathione, withanolides), homeostasis maintenance (tolvaptan, ecdysone), and transporters. While the pathways uncovered are consistent with the ischemia‐reperfusion mechanism, these metabolomics investigations require further experiments, including in vivo testing; however, those results demonstrate the feasibility and pertinence of metabolomics investigation of the perfusate, herein showing the in‐depth effects of our therapeutic approach and a possible source of effectiveness biomarkers. Finally, we performed transcriptomic analyses on biopsies collected after the NMP procedure. 

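How well gene expression tells the groups apart was also measured by leaving out each kidney in turn and placing it with either group. The placing used the 200 genes with the largest difference between groups relative to its error among the remaining kidneys, with a mean CPM over 1. Of the 11 kidneys of G1 and G3, 6 were placed with their own group. These were G1 kidneys 3, 4 and 5 and G3 kidneys 2, 4 and 6. Of the 11 kidneys of G1 and G2, 5 were placed with their own group, and of the 12 kidneys of G2 and G3, 2 were. In simulated normal values, independent between genes and without a difference, a mean of 3.1 of 11 and 2.3 of 12 kidneys were placed with their own group. With a simulated shift of 2 SD all were. Real genes are not independent. Over 32 splits of the real kidneys, the median was 4 of 11 for G1 and G3 and 4 of 11 for G1 and G2. For G2 and G3 it was 6 of 12.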

RNA‐seq data correctly discriminated our samples by PCA. 

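BCAT2 (ENSSSCG00000003139) lies on chromosome 6 of Sscrofa11.1 from 54107682 to 54123595. Its expression was 125.7 ± 14.7 CPM (SD, n = 5) in G1, 93.5 ± 32.9 CPM (SD, n = 6) in G2 and 74.2 ± 3.74 CPM (SD, n = 6) in G3. The log2 fold change between G3 and G1 was -0.77 (standard error 0.104, adjusted p = 0.0229 from edgeR's quasi-likelihood test), and all 6 G3 kidneys were below all G1 kidneys. With each kidney left out in turn the log2 fold change stayed between -0.82 and -0.72. The adjusted p then ran from 0.0270 to 0.106 and was over 0.05 in 6 of the 11 fits. Within code series A, B and C the difference of mean log2 CPM was -0.77, -0.66 and -0.88. The long non-coding RNA ENSSSCG00000050204, whose position and name the files do not give, was at 3.24 ± 0.620 CPM (SD, n = 5) in G1, 2.15 ± 1.94 CPM (SD, n = 6) in G2 and 0.311 ± 0.256 CPM (SD, n = 6) in G3. It had from 55 to 98 counts per kidney in G1 and from 0 to 16 in G3. The adjusted p of its difference between G3 and G1 was 0.0229 from edgeR, and over 0.05 in 5 of the 11 fits that left out 1 kidney.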

We highlighted several genes that were differentially expressed between G1 and G3 which may participate in pUPC‐EVs action mechanism. 

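The 37 matched genes of the heat map were followed kidney by kidney. A gene was counted when the kidney's log2 CPM was on the G3 side of the mean of the 11 kidneys. From 0 to 3 of the 37 genes were on the G3 side in the G1 kidneys, and from 26 to 35 in the G3 kidneys. For 18 of the 37 genes the values of G1 and G3 did not overlap, where chance gives 0.216% of genes in the given direction. The genes had been chosen for their difference between kidneys of the same groups, and whether G3 kidney 3 was used in that choice is not known. Among the 27 genes higher in G3, the highest value came from G3 kidney 3 for 11 genes and from G3 kidney 6 for 11 genes. The mean z-score of the 27 higher genes was 1.12 in G3 kidney 3 and 0.236 in G3 kidney 4. For the 10 lower genes it was -0.337 in G3 kidney 3 and -1.01 in G3 kidney 4.

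**Figure D5:**
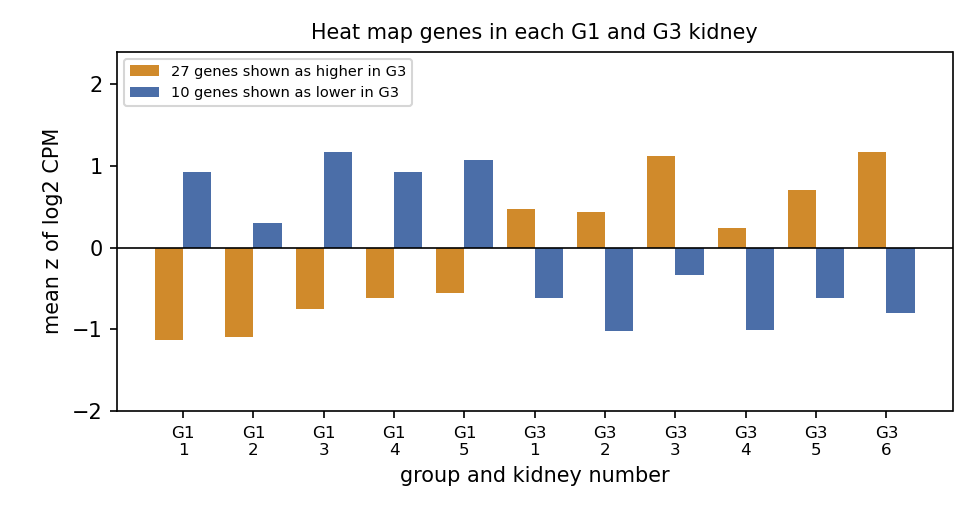
Mean z-score of log2 CPM (vertical axis) in each G1 and G3 kidney (horizontal axis), over the 27 genes shown as higher and the 10 genes shown as lower in G3 in Fig. 9D. Bars start at 0. In all 5 G1 kidneys the higher genes are below 0, and in all 6 G3 kidneys they are above 0.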

Heatmap representation showed that the most regulated gene expression pattern was consistent among the different samples of our groups. Moreover, functional enrichment analysis revealed some involved pathways (Figure S9) that deserve further studies; nevertheless, using a complementary bibliographic‐biased approach the expression fold change was quantified for some of our target genes confirming that our cell therapy product induces changes in pathways linked with response to stress and hypoxia, cell proliferation, immunomodulation, and post‐translational modifications notably. Finally, one strategy to decipher the mechanism of action of our cell therapy product would have been to assess the EVs cargo by proteomic analysis notably, which is planned in a further study, as well as reproducing these results with EVs from cells coming from different donors to validate our cell therapy product.

## 5 CONCLUSION

Altogether, this study brings the proof of concept of the feasibility, safety, efficacy (diminution of cell damage markers, immunomodulation, better kidney structure integrity), and putative mechanisms (metabolomics and transcriptomic analyses) of complementing ex vivo kidney dynamic preservation solution with a cell therapy product based on urine stem cell‐derived EVs to improve its condition. Our promising results pave the way for combining machine perfusion with EVs‐based cell therapy for organ conditioning.

## AUTHOR CONTRIBUTIONS

Conceptualization: Perrine Burdeyron, Sébastien Giraud, Henri Leuvenink, Luc Pellerin, Thierry Hauet, and Clara Steichen. Methodology: Perrine Burdeyron, Sébastien Giraud, Raphaël Thuillier, Henri Leuvenink, Luc Pellerin, Thierry Hauet, Clara Steichen. Investigation: Perrine Burdeyron, Sébastien Giraud, Maryne Lepoittevin, Sonia Brishoual, Maïté Jacquard, Virginie Ameteau, Nadège Boildieu, Estelle Lemarie, Jonathan Daniel, Frédéric Martins, Nicolas Mélis, Marine Coué, Raphaël Thuillier, Henri Leuvenink, Luc Pellerin, Thierry Hauet, Clara Steichen. Visualization: Perrine Burdeyron, Sébastien Giraud, Nina JordanThierry Hauet, and Clara Steichen. Supervision: Sébastien Giraud, Thierry Hauet, Clara Steichen. Writing—original draft: Perrine Burdeyron, Sébastien Giraud, Thierry Hauet, Clara Steichen. Writing—review & editing: Perrine Burdeyron, Sébastien Giraud, Nicolas Mélis, Thierry Hauet, and Clara Steichen.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflict of interest.

## ETHICAL APPROVAL

Approval was obtained from the local ethics committee.

## CONSENT FOR PUBLICATION

Not applicable

## SUPPORTING INFORMATION STATEMENT

Additional supporting information may be found online in the Supporting Information section.

## Supporting information

Supporting Information

Supporting Information

## Data Availability

All data are presented in the article except for transcriptomic data which are deposited on GEO (number GSE255005).

# Supplementary material for: Dynamic conditioning of porcine kidney grafts with extracellular vesicles derived from urine progenitor cells: A proof‐of‐concept study
**Source:** Clin Transl Med. 2024 Dec 13;14(12):e70095. doi: 10.1002/ctm2.70095
**Supplement:** Supplementary file 1 — Supporting Information

Supplementary Materials for:

**Dynamic conditioning of porcine kidney grafts with exosomes derived from Urine Progenitor Cells: a proof of concept study**

Burdeyron et al.

Fig. S1.: Detailed summary of pUPC characterization. The isolation procedure was performed for three different urine samples and led to the isolation of pUPC colonies that we amplified for cryopreservation and characterization; a. Results for 3 different pUPC lines: b. Studied protein and target and used positive/negative control are indicated in columns. Expression results are expressed as positive (> 80% of the cells, in green) or negative (<5% of the cells, in red) in the adequate column depending on the used technique. All these characterization tests were performed for the pUPC3 cells.

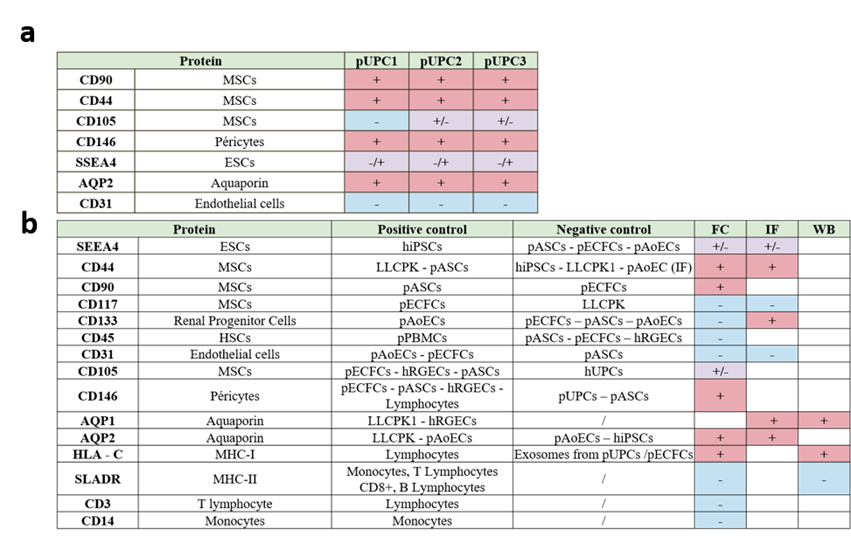

Fig. S2.: pUPC differentiation into epithelial cells: a: Cell morphology during differentiation at Day 0, Day 8 and Day 21 of differentiation; b: Analysis of differential gene expression in differentiated pUPC (D21) compared to D0 for E-cadherin, Aquaporin 3, Vimentin, αSMA (Smooth Muscle Actin) and VCAM1 (fold changes calculations are detailed in the Material and Methods section); c: Western Blotting showing the protein expression pattern of AQP-1 at D21 compared to D0 as well as its glycosylation pattern (upper image); quantified repartition of the different forms of the protein is represented in the graph on the lower panel. D0 and D0bis are two different differentiation experiments, leading to D21 and D21bis samples.

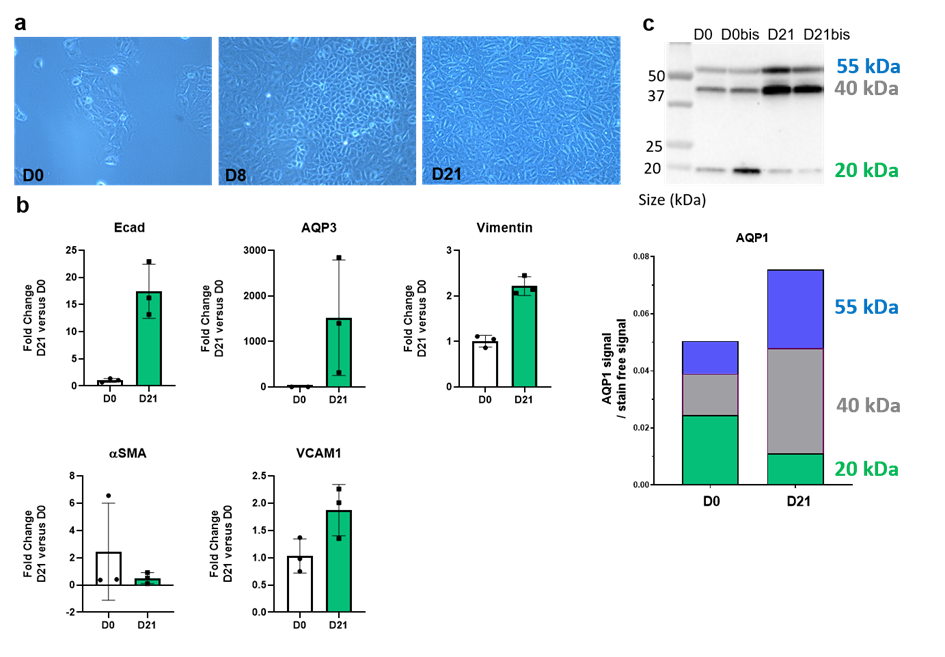

Fig. S3.: Western Blotting for ALIX and TSG101 in pUPC-exosomes: a: Analysis of TSG101 by Western Blotting for: Exosomes derived from pECFCs (porcine endothelial colony forming cells), exosomes derived from pUPCs, pECFCs (cell lysate), pUPCs (cell lysate), exosomes derived from whole urine used as positive control; upper line: stain-free technology representing the total amount of proteins (same blot) b: Analysis of ALIX by Western Blotting for: Exosomes derived from pECFCs (porcine endothelial colony forming cells), exosomes derived from pUPCs, pECFCs (cell lysate), pUPCs (cell lysate), exosomes derived from whole urine used as positive control; upper line: stain-free technology representing the total amount of proteins (same blot).

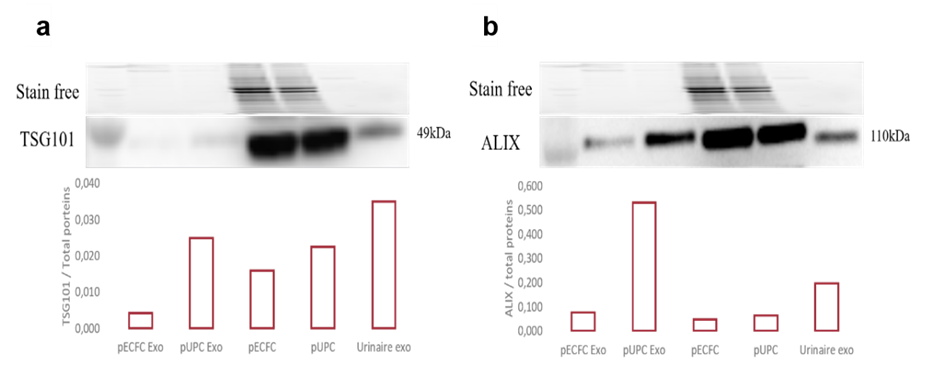

Fig. S4.: Immunostaining score of kidney biopsies with Vimentin: Meaning for statistical differences : Within each group, T0 versus T5 : * p<0.05, ** p<0.01, *** p<0.001 (Mann Whitney Test); Between groups, T0 vs T0 :  § p<0.05, §§ p<0.01, §§§ p<0.001 (Kruskal-Wallis + Dunn's multiple comparisons test), # p<0.05, ## p<0.01, ### p<0.001 (Kruskal-Wallis + Dunn's multiple comparisons test); V+ c: Vimentin-positive cells

**
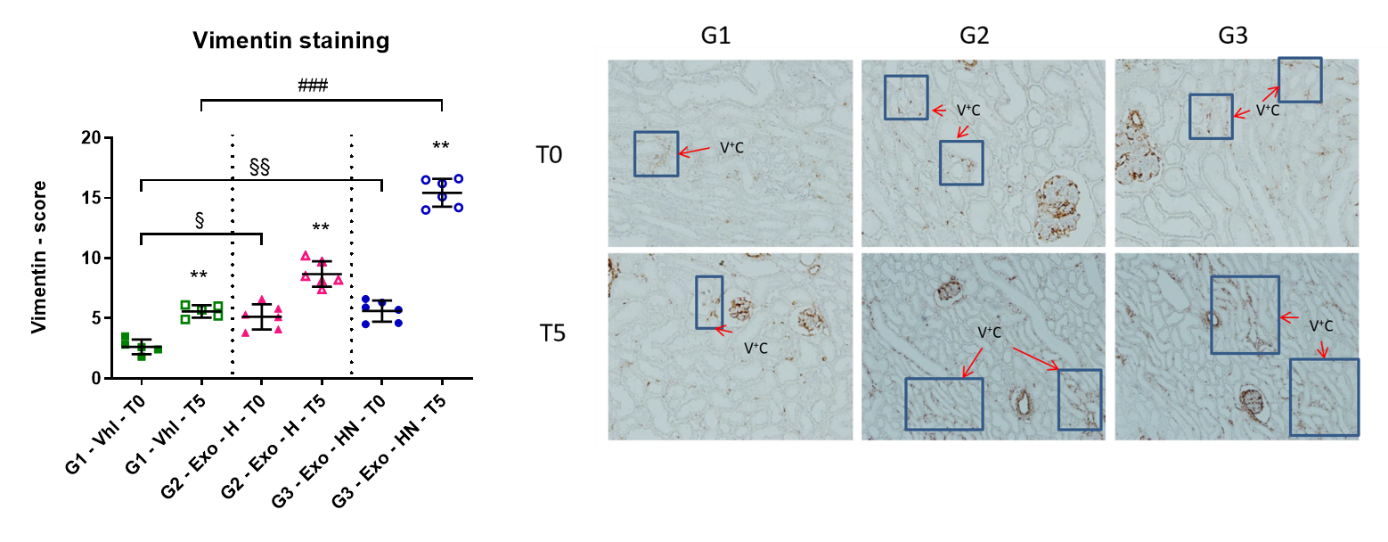
**

**Fig. S5.:** HMP liquid analysis: Kinetics (left panel) and AUC (right panel) analyses of perfusates gathered during the HMP procedure (For IL18, *P* = 0.037 (G3 vs G1) and 0.025 (G3 vs G2)). No graph was performed for HO1 analysis since this protein was detected only in perfusates from G1.

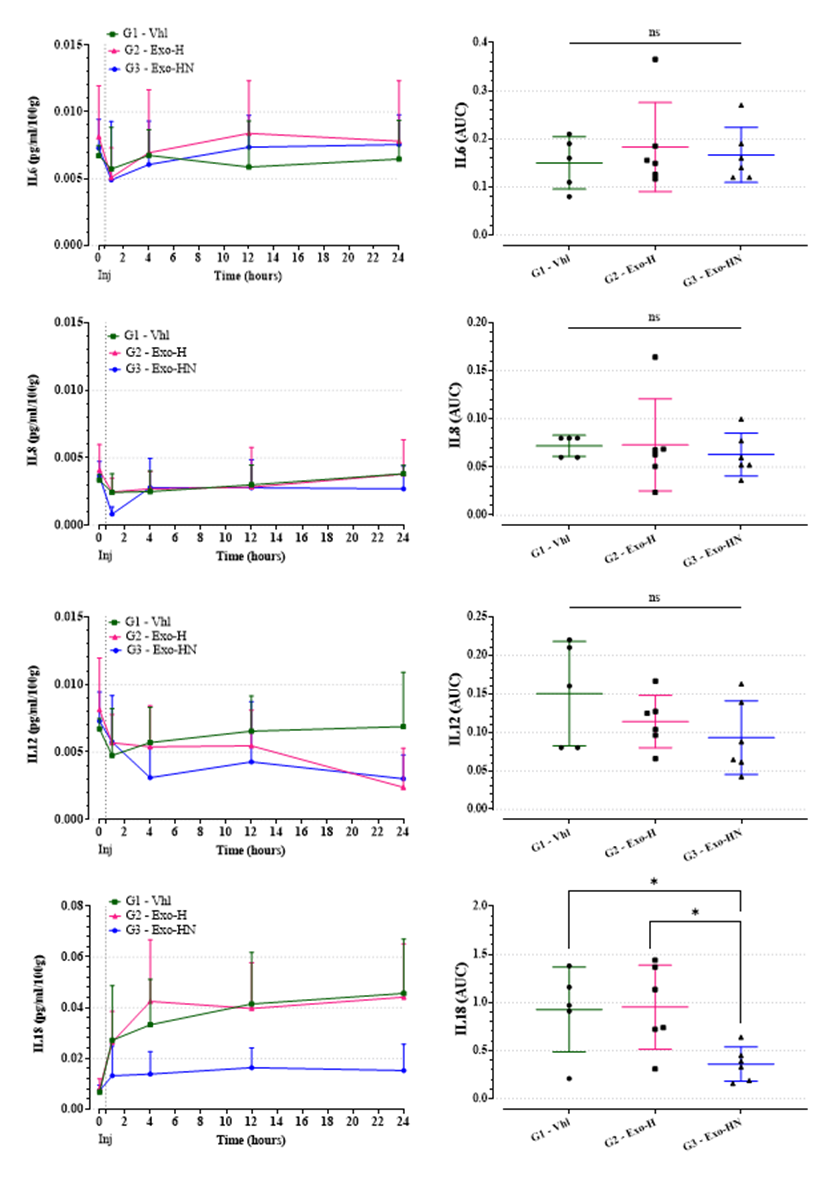

**Fig. S6.:** NMP liquid analysis: Kinetics (left panel) and AUC (right panel) analyses of perfusates gathered during the NMP procedure.

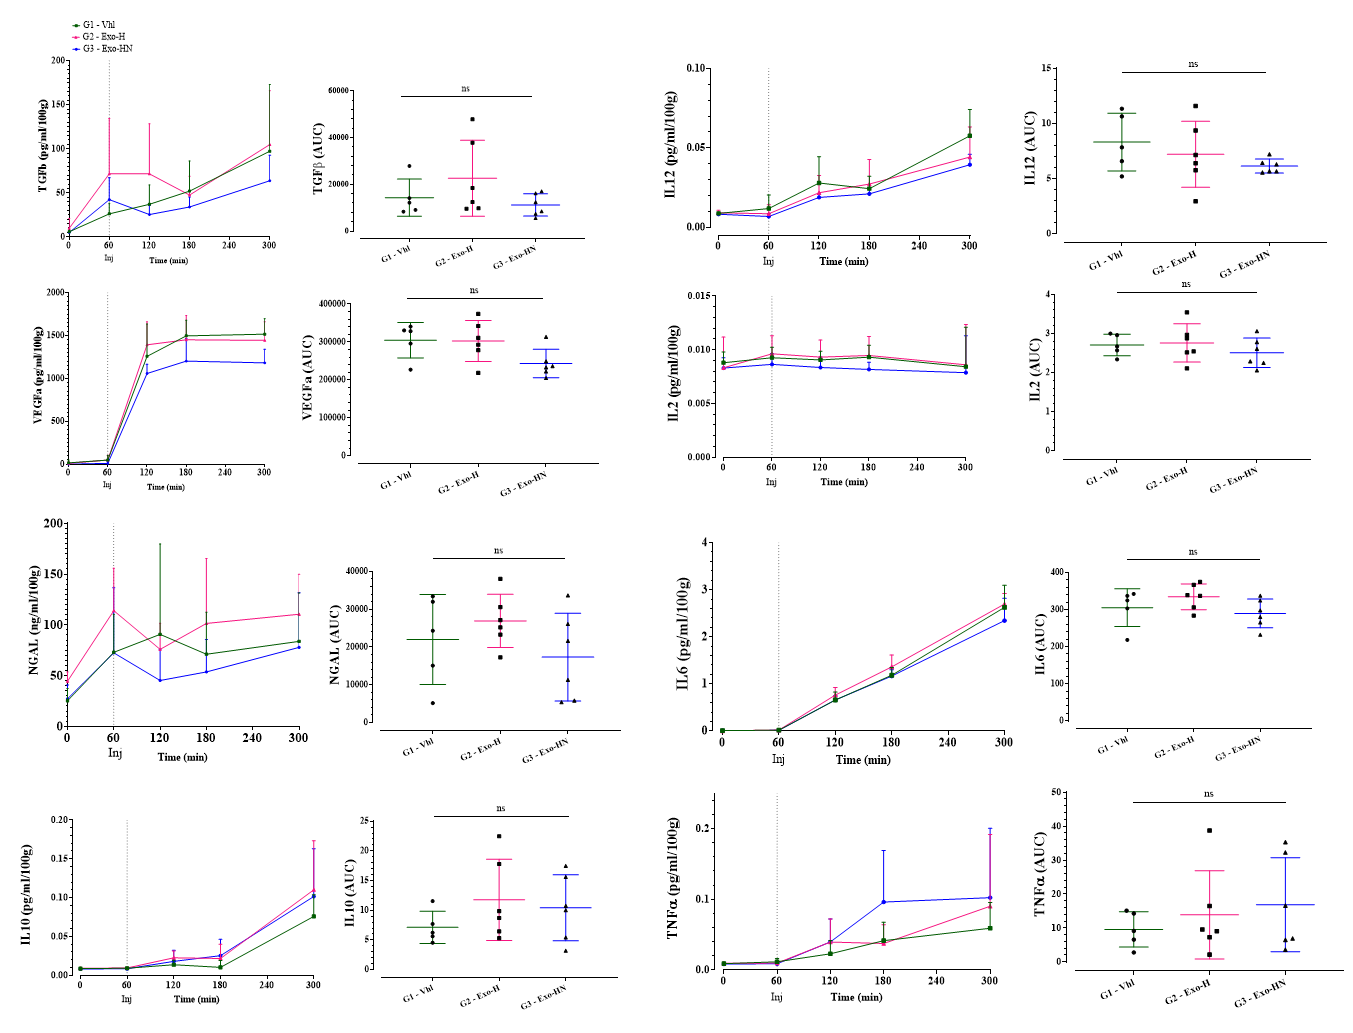

**Fig. S7.:** Endothelial to mesenchymal transition (EndMT) *in vitro:* Exosomes isolated from UPCs do not prevent endothelial-to-mesenchymal transition *in vitro*: HUVEC cells were treated with TGFβ2 and IL1β (10ng/ml) to induce EndMT as previously described. Exosomes isolated from UPCs were incubated with the cells undergoing endothelial-to-mesenchymal transition. Gene expression of EndMT markers such as SNAI1, CD31 and VWF were analyzed 48 and 72h post-treatment. Data from cells post-treatment were normalized to data from cells without treatment. (N=3)

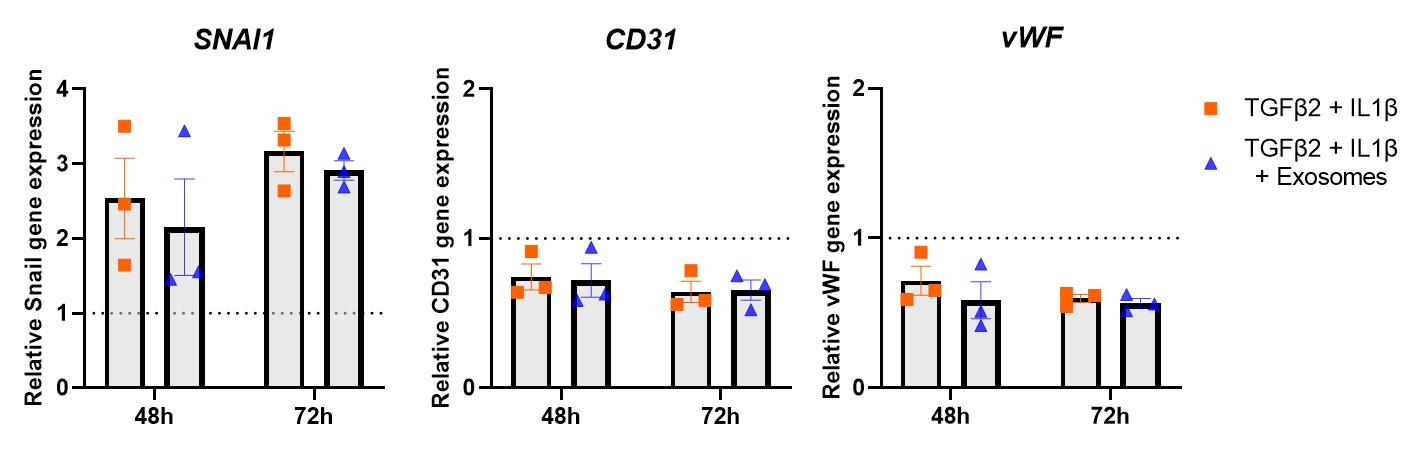

**Fig. S8.:** Top-20 metabolites following NMP perfusate analysis with LC/MS

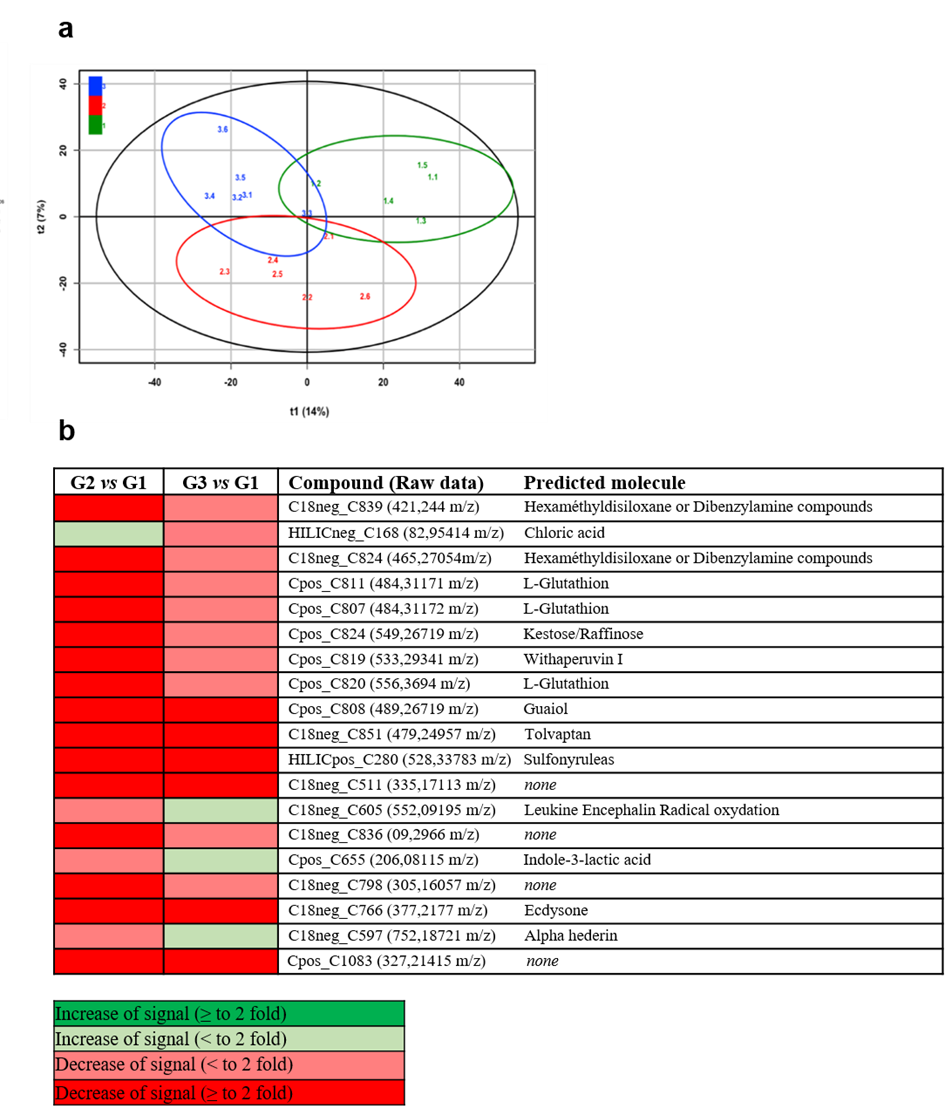

**Fig. S9.:** Functional enrichment analysis was performed with g-profiler web platform (<https://biit.cs.ut.ee/gprofiler/gost>) with the most statistic genes regulated (p<0.05) from the RNA-seq data. Functional enrichment analysis wrere performed by REACTOME pathway database (REAC; first figure), and by Gene Ontology(GO) to obtain two subontologies: GO Molecular Functions (GO:MF; second figure) that describe gene product's functions, and GO Biological Process (GO:BP; third figure) that describe in which biological process the gene product participates.

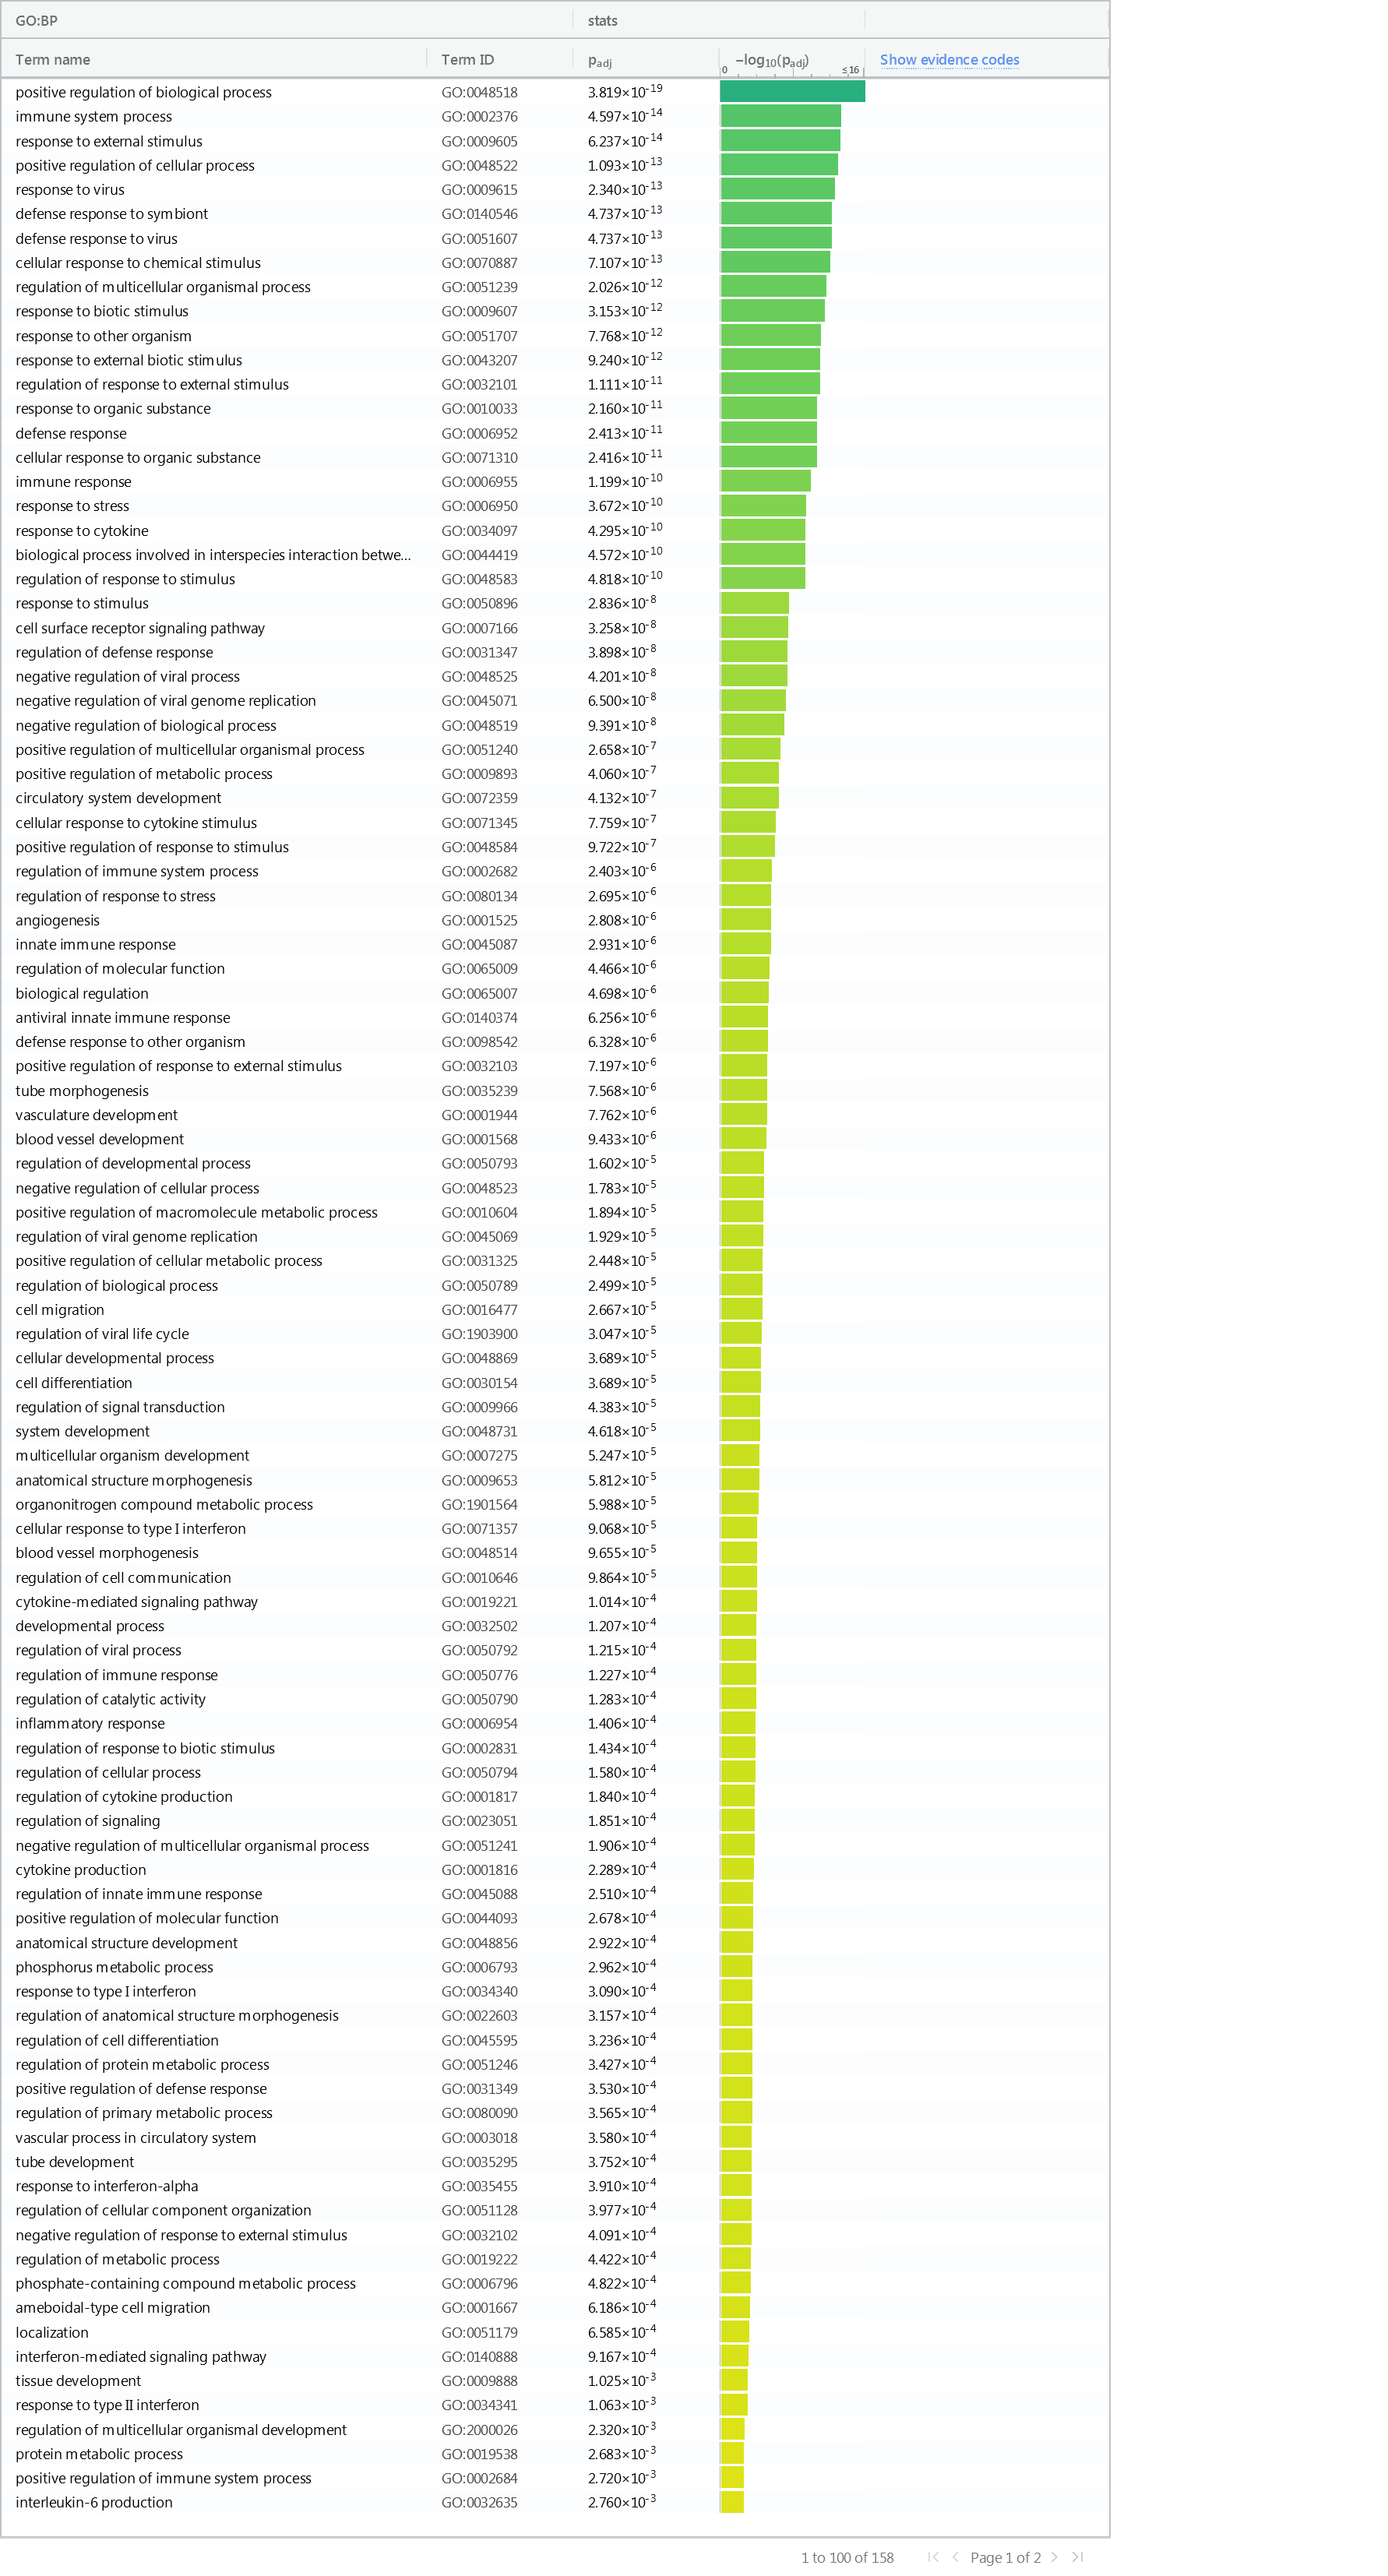

**Fig. S10.:** qRT-PCR on some target genes from RNAseq data

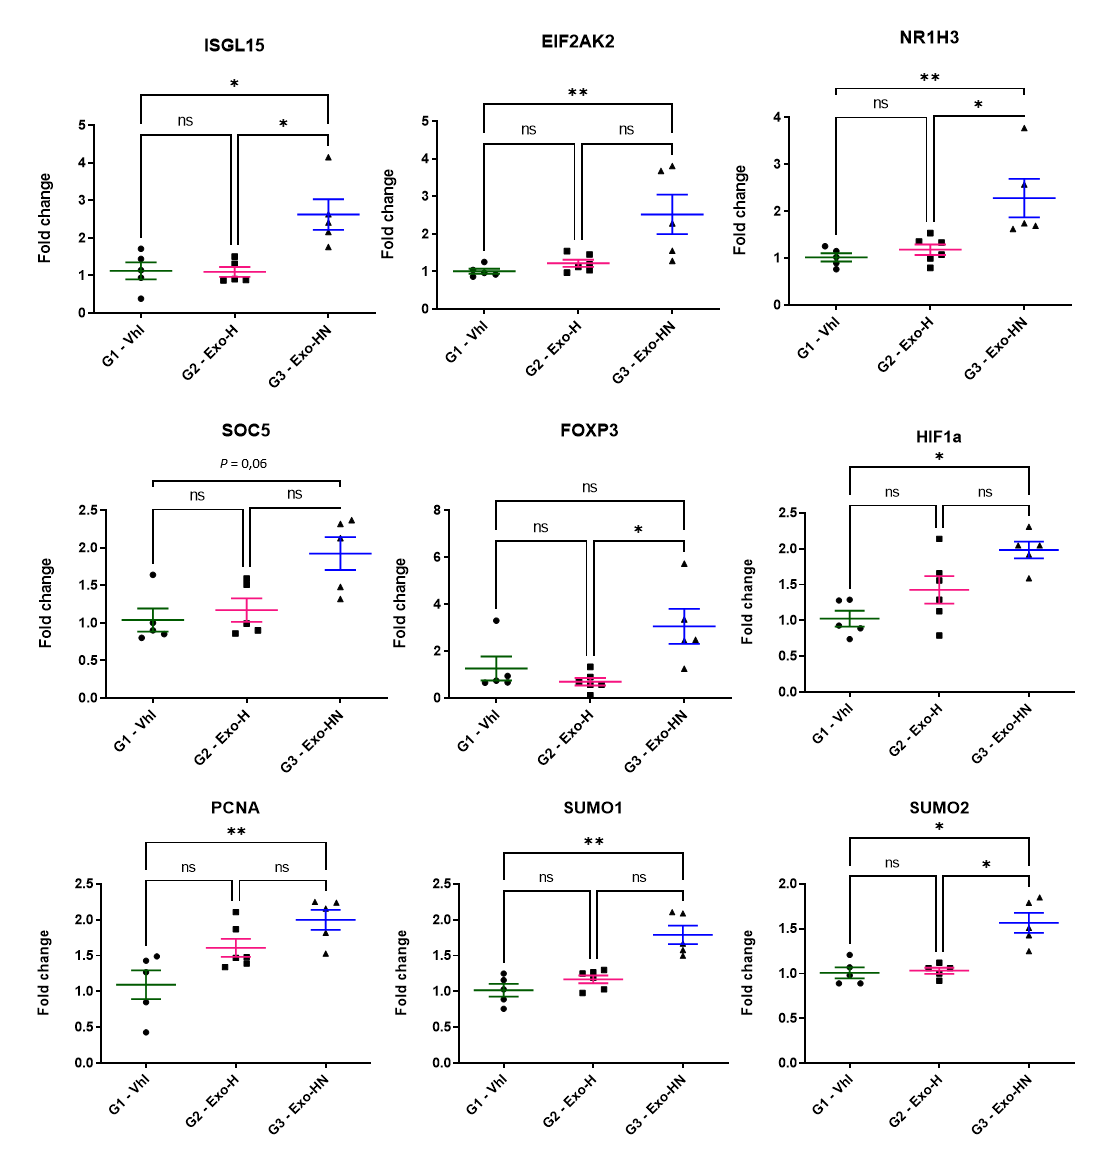

Table S1.: antibodies used for immunofluorescence, western blotting and flow cytometry

| **Protein** | **References** | **Dilution** | **Isotype or secondary antibody** | **References** | **Dilution** |
| --- | --- | --- | --- | --- | --- |
| **AQP1** | Biorbyt, orb10122 | 1/100 FC, | goat to rabbit alexa 488 | Invitrogen A32731 | 1/500 FC |
| **AQP2** | Biorbyt orb235021 | 1/300 FC et IF | goat to rabbit alexa 488 | Invitrogen A32731 | 1/500 FC |
| **CD3** | Abcam, ab25413 | 1/100 FC | IGg1-PE | Invitrogen, MG104 | 1/100 FC |
| **CD14** | AbD serotec, MCA1218F | 1/50 FC | IgG2b - FITC | Invitrogen, MG2B01 | 1/100 FC |
| **CD31** | Biorad, #MCA1746PE | 1/300 IF | Goat to mouse alexa 488 | Abcam ab150113 | 1/1000 IF |
| **CD31** | Ab Serotec, MCA1746F | 1/10 FC | IgG1 - FITC | Invitrogen, MG4992 | 1/100 FC |
| **CD44** | Biorad MCA1449GA | 1/100 FC et IF | Goat to rat Alexa 488 | Abcam ab150157 | 1/500 FC, 1/1000 IF |
| **CD45** | Biorad, MCA1222D680GA | 1/50 FC | IGg1 647 | Invitrogen, MG121 | 1/100 FC |
| **CD90** | Abcam, ab139364 | 1/50 FC | IgG1 APC | Invitrogen, MG105 | 1/100 FC |
| **CD105** | Novus biological NB100-65601-PE | 1/50 FC | IgG2a-PE | Invitrogen MG2A04 | 1/100 FC |
| **CD117** | Biorad MCA2598GA | 1/500 IF | Goat to mouse alexa 488 | Abcam ab150113 | 1/1000 IF |
| **CD133** | Abcam, ab19898 et Novus Biological NB 120-16518 | 1/100 FC, 1/500 | goat to rabbit | Abcam ab6721 | 1/500 WB |
| **CD146** | Serotec, MCA2141A647 | 1/50 FC | IgG1 647 | Invitrogen, MG121 | 1/100 FC |
| **SEEA4** | Abcam, ab16287 | 1/300 FC, IF et WB | Goat to mouse alexa 488 | Abcam ab150113 | 1/500 FC |
| **HLA-C** | Briorad, MCA2261F | 1/10 FC | Goat to mouse alexa 488 | Abcam ab150113 | 1/100 FC |
| **SLADR** | BD Bioscience, 553642 | 1/100 FC | Goat to mouse alexa 488 | Abcam ab150113 | 1/500 FC |

Table S2.: primer sequences

| **Gene** | **Sequence (5’ 🡪 3’)** |
| --- | --- |
| αSMA – Forward | GGGGTGATGGTGGGAAT |
| αSMA – Reverse | TGCCGTGTTCTATTGGGTACT |
| AQP3 – Forward | ACCACGTGGAAAGGACTCTAGC |
| AQP3 – Reverse | TTTCCTCACACGTGGACACACC |
| CYA62 – Forward | AAGACTGAGTGGTTGGATGG |
| CYA62 – Reverse | AATGGTGATCTTCTTGCTGGT |
| ECAD – Forward | GTATCGGATTTGGAGGGATG |
| ECAD – Reverse | TCGGCCCGAGTGGTAAT |
| VCAM1 – Forward | ATTTCTCCGGATGGTACTGCC |
| VCAM1 – Reverse | AAAGTTACACAAGAGTCTGATGAACAAAC |
| VIMENTIN – Forward | AGGTGGACCAGCTCACCAA |
| VIMENTIN – Reverse | ATGATGTCCTCGGCCAGATT |
| pISG15 – Forward | ATGATGGCATCGGACCTGAA |
| pISG15 – Reverse | TGTCGTTCCTCACCAGGATG |
| pSOCS5 – Forward | CTGTGTTTGCAGTCTCGGAG |
| pSOCS5 – Reverse | GCTTCGTAACGGTCCATCAC |
| pFOXP3 – Forward | GTGACAGTTTCCCACAAGCC |
| pFOXP3 – Reverse | GGGGTTCAAGGAGGAAGAGG |
| pEIF2AK2 – Forward | CCATCTGGTCATCATATATCCCACT |
| pEIF2AK2 – Reverse | AGAAACACGGTGAACGACC |
| pNR1H3 – Forward | CAGCTCACCTCACAGAAGAGT |
| pNR1H3 – Reverse | CCACCCACAAGGACATCTCT |
| pSUMO1 - Forward | TCAACTGAGGACTTGGGTGA |
| pSUMO1 – Reverse | CTAAACCGTTGAGTGACCCC |
| pSUMO2 – Forward | GACGAAAAGCCCAAGGAAGG |
| pSUMO2 – Reverse | GTCTGCTGCTGGAACACATC |
| \| pHIF1a –Forward \|  \| \| --- \| --- \| \|  \|  \| | GCCTCTGAAACTCCAAAGCC |
| pHIF1a – Reverse | TCTTGAATCTGGGGCATGGT |
| pPCNA - Forward | AGCCACTCCACTCTCTCCTA |
| pPCNA – Reverse | GCATCACCGAAGCAGTTCTC |

**Table S3. Top-regulated genes in G3 vs G1:** P-values were determined with a Wald test and were adjusted with Benjamini and Hochberg procedure.

| **Gene** | **Gene_ID** | **Log2 Fold Change** | **p-adjusted value** |
| --- | --- | --- | --- |
| **ACSL5** | ENSSSCG00000031789 | 0,55999345 | 0,050992 |
| **ARRDC4** | ENSSSCG00000002252 | 0,738540681 | 0,049722 |
| **BCAT2** | ENSSSCG00000003139 | -0,762059238 | 0,00000001 |
| **BST2** | ENSSSCG00000033453 | 1,966048037 | 0,000093 |
| **CCL16** | ENSSSCG00000040940 | 1,509816507 | 0,010227 |
| **CMPK2** | ENSSSCG00000008647 | 1,136450967 | 0,059331 |
| **CYP2U1** | ENSSSCG00000009151 | -0,57786892 | 0,003211 |
| **CYP4A23** | ENSSSCG00000003891 | 3,918873348 | 0,004434 |
| **DBP** | ENSSSCG00000003148 | -1,386984107 | 0,053886 |
| **DDX60** | ENSSSCG00000009720 | 1,1883255 | 0,044869 |
| **DIPK2B** | ENSSSCG00000026984 | 1,648198158 | 0,000009 |
| **ENTREP1** | ENSSSCG00000005249 | 1,088684687 | 0,003211 |
| **ERG** | ENSSSCG00000022318 | 0,537848874 | 0,001572 |
| **GC** | ENSSSCG00000027609 | 1,793944419 | 0,016078 |
| **GLB1L2** | ENSSSCG00000015258 | 0,729061988 | 0,046329 |
| **GREB1** | ENSSSCG00000025483 | -2,277424278 | 0,027242 |
| **IFI44** | ENSSSCG00000003763 | 0,860955747 | 0,024780 |
| **IFIT3** | ENSSSCG00000061268 | 1,322728496 | 0,020866 |
| **IFITM1** | ENSSSCG00000060622 | 0,8410993 | 0,000299 |
| **INHBB** | ENSSSCG00000038610 | 0,95626728 | 0,000006 |
| **LIMCH1** | ENSSSCG00000008799 | -0,811863642 | 0,050992 |
| **MEGF6** | ENSSSCG00000024678 | -1,031189202 | 0,022286 |
| **MX1** | ENSSSCG00000012077 | 1,082728878 | 0,055481 |
| **NRIP3** | ENSSSCG00000014570 | -0,738026862 | 0,026538 |
| **NT5DC1** | ENSSSCG00000004435 | -0,49990471 | 0,029110 |
| **PER3** | ENSSSCG00000028572 | -0,635525384 | 0,008097 |
| **POLH** | ENSSSCG00000001683 | -0,703325897 | 0,005330 |
| **PSMB8** | ENSSSCG00000026951 | 0,773896697 | 0,055270 |
| **SAMD11** | ENSSSCG00000033509 | -1,041507328 | 0,055636 |
| **SLC16A6** | ENSSSCG00000017262 | -1,037595391 | 0,005979 |
| **SOX7** | ENSSSCG00000031889 | 0,914245659 | 0,001222 |
| **SP110** | ENSSSCG00000016261 | 0,449194688 | 0,007111 |
| **STMN1** | ENSSSCG00000026257 | -0,573065176 | 0,055270 |
| **TAP2** | ENSSSCG00000025593 | 0,725343788 | 0,014174 |
| **TCF4** | ENSSSCG00000004535 | 0,622043138 | 0,011191 |
| **TEF** | ENSSSCG00000035152 | -1,182711844 | 0,000236 |
| **TKFC** | ENSSSCG00000013087 | -0,58829693 | 0,053990 |
| **UPF3A** | ENSSSCG00000024679 | -0,651107527 | 0,000043 |
| **WSCD1** | ENSSSCG00000017894 | 1,194811275 | 0,00000001 |
| **XAF1** | ENSSSCG00000056284 | 1,111557216 | 0,036749 |

How the deposited data were processed for this re-analysis (not part of the article)

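RNA from biopsies of 17 porcine kidneys, taken at the end of NMP, was sequenced from 5 kidneys of G1 (no EVs), 6 of G2 (pUPC-EVs during HMP) and 6 of G3 (pUPC-EVs during HMP and NMP). The authors trimmed adapters with cutadapt 4.0, aligned reads with STAR 2.7.5a to Sscrofa11.1 with Ensembl gene annotation release 108, and deposited raw counts per gene and kidney, without normalization. The program that counted the reads and its strand setting are not named in the paper's text. The authors also deposited a table of their DESeq2 comparison of G3 with G1, which lists 935 genes with an unadjusted p under 0.05. For each gene the authors give the mean of normalized counts (counts divided by DESeq2's size factors), the log2 fold change with its standard error on the log2 scale, and the Wald score, which is the log2 fold change over its standard error. The authors give the p-value of the Wald test and its Benjamini-Hochberg adjusted p-value. Conditions were taken from the sample labels, and the sample codes of Fig. 9A stand in the same groups there.

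The counts of 26560 genes were read in R 4.3.3. Total counts per kidney ran from 19270046 to 24736473, with a median of 21504848. Counting error is small beside the spread between kidneys: over the 40 pairs of kidneys of the same group, chi-square per degree of freedom ran from 23.35 to 174.4, so that none of these 40 pairs agrees within counting error. Pairs of kidneys from different groups were not compared in this way. G3 was compared with G1, G2 with G1 and G3 with G2, each on the kidneys of the groups compared and the genes with at least 1 count in them. The test was the quasi-likelihood test of edgeR 4.0.16 with TMM normalization and Benjamini-Hochberg adjustment, at an adjusted p under 0.05. The paper's criterion of a fold change over 1.5 with a p under 0.05 was counted as well. Alternatives were DESeq2 1.42.0 with and without independent filtering, limma 3.58.1 voom with sample quality weights, other size factors, other filters on low counts, a fit of all 3 groups, a block for kidney number, the code series as a covariate, and leaving out each kidney in turn. In counts simulated on these designs, with 200 genes changed by a fold of 2 at a mean count of at least 50, edgeR found 162 of them between G3 and G1 with 11 false calls, and DESeq2 found 173 with 47 false calls.

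Distances between kidneys used log2 CPM (TMM, prior count 2) of the 500 most variable genes. The share of squared distances explained by group was tested by an exact permutation test over all assignments of kidneys to groups, which is one-sided. In 400 simulations without a difference, 17 gave p under 0.05, and with a shift of 2 SD in some genes all 400 did. Whether a straight line parts groups in the plane of the first and second axes was decided by linear programming. Scores were the mean log2 CPM over the members of a list with a known symbol, compared by two-sided exact permutation tests. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and the random seed was 1. Correlations over kidneys were tested with 100000 permutations.

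Genes named in the text were set by a rule: the genes the paper names from its RNA-seq (SOX7, ISG15 and TWIST1), the 10 genes with the smallest p between G3 and G1 and the 3 with the smallest p in each other comparison among those with an adjusted p under 0.05, the genes of Fig. S10, and list members where a sentence is about that list. The files hold no table of symbols for all identifiers, and symbols were taken from the authors' table (for a few genes from its descriptions) and Table S3, for 690 identifiers. Scores for endothelium and leukocytes and the tests on cell composition, on clock genes of the opposite phase and on Y-linked genes were left out, since at most 14.3% of each list had a known symbol, where 80% was the limit set. The interferon (50%), ISG15 conjugation (60%) and clock output (33.3%) lists are under that limit too. It was set aside for these 3 scores, which stand only for the members with a symbol. The enrichment analysis of Fig. S9 was left out, since the gene ontology tables it needs are not among the files, and so were the qRT-PCR values of Fig. S10, which are not among them either.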

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

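Single kidneys far from the others of their group were looked for in 45 groups of values (depth, genes detected, named genes and scores) with Dixon's test, and 0 were found, where chance alone gives 2.25. The tests of this gene by code series below were chosen only after the result was seen, although the fit with the code series as a covariate was itself among the alternatives set earlier.

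ENSSSCG00000050204, a long non-coding RNA that the paper does not discuss, was lower in G3 than in G1, with a log2 fold change of -3.37 (standard error 0.474, adjusted p = 0.0229 from edgeR, lower in 6 of 6 G3 kidneys than in all G1 kidneys). It is one of 2 genes with an adjusted p under 0.05 between G3 and G1. In G2 it ran from 1 to 117 counts per kidney. A difference in depth goes the other way, since G3 has the larger median total. The difference within code series C was -3.38, where G1 has 1 kidney, and -3.45 and -3.16 within series A and B, where G3 has 1 kidney each. With the code series as a covariate, the adjusted p was 0.0055 from edgeR, within a range of 1.15e-11 to 0.453 over the alternatives that kept all kidneys, and the log2 fold change was -3.50. The series therefore do not fully account for the difference. Reads shared with other copies of the sequence were not tested, since the position is not in the files, and the difference cannot be told apart from that explanation. The EVs may lower this transcript, as a hypothesis that rests on these 11 kidneys alone.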

How the results depend on the processing

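Alternatives were fixed before the data were examined, except for 2 DESeq2 fits without G3 kidney 3 in the G3 group, which were chosen after seeing the data. One of these kept all 17 kidneys with G3 kidney 3 set apart, and the other used G1 and G3 without it. The cause of a change was not tested unless a value is given for it.

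The number of genes with an adjusted p under 0.05 between G3 and G1 was 2. It was 31 with DESeq2 and 25 with DESeq2 without independent filtering, 11 with the code series as a covariate, and 1 with voom, with edgeR's expression filter and with at least 10 counts in every kidney. With all 3 groups in the fit it was 0, with 1126 genes at an unadjusted p under 0.05. It stayed at 2 with RLE size factors or library size only. Both genes were shared by both DESeq2 fits and the fits with RLE size factors, library size only and the code series. It was 11 with G3 kidney 3 set apart and 40 without it. Across the 11 fits that each left out 1 kidney it ran from 0 to 9, and the fits with 0 had from 990 to 1222 genes at an unadjusted p under 0.05. In simulated counts without a difference DESeq2 called 8 genes and edgeR 3, and with 200 changed genes 21.4% of DESeq2's calls and 6.36% of edgeR's were false.

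The 869 genes with a fold change over 1.5 and an unadjusted p under 0.05 became 542 and 545 with the DESeq2 fits, 1084 with voom, 319 with edgeR's expression filter, 228 with at least 10 counts in every kidney and 570 with G3 kidney 3 set apart. Across the fits that left out 1 kidney they ran from 701 to 984. With library size only the median log2 fold change of all genes was -0.11, and the share of these genes that were lower in G3 rose from 63.3% to 73.3%. It fell to 48.9% with edgeR's expression filter and to 45.2% with at least 10 counts in every kidney, so the excess of lower genes depends on genes with low counts. Of the Table S3 genes, 1 had an adjusted p under 0.05, against 18 with either DESeq2 fit, 3 with the code series, 0 with all 3 groups in the fit, 8 with G3 kidney 3 set apart and 28 without it. Of the heat map genes, 1 did, against 22 and 18 with the DESeq2 fits, 3 with the code series, 0 with all 3 groups, 7 with G3 kidney 3 set apart and 15 without it. Both ran from 0 to 2 across the fits that left out 1 kidney. Between G2 and G1 the count was 0, with 901 genes at an unadjusted p under 0.05, against 1 with either DESeq2 fit (HSPA6) and 2 with the code series (SH3TC2 and INHBB). It was 0 in all 11 fits that left out 1 kidney, with from 661 to 1215 genes at an unadjusted p under 0.05. Between G3 and G2 it was 0, with 805 genes at an unadjusted p under 0.05, against 3 with either DESeq2 fit (DDX60, IFI44L and FSCN1), and it ran from 0 to 5 across the 12 fits that left out 1 kidney, with 5 in the fit without G2 kidney 2. These genes were named after their values were seen.

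The share of squared distances explained by group kept its side of 0.05 under the 4 alternatives of genes and scale in each of the 4 comparisons. With 1 kidney left out it ran from 13.7% to 21.4% for G1 and G3, where only the removal of G3 kidney 3 gave an exact permutation p under 0.05 (0.0159). The 3 interferon score differences kept their direction and their side of 0.05 under the 7 alternatives with all kidneys and with each kidney left out. Within code series C, which is not one of these alternatives, the difference between G2 and G1 was reversed (-0.08). The filter of at least 10 counts in every kidney removed none of the score genes and could not move them. The clock output score, over the 4 of 12 genes with a known symbol (33.3%), was lower in G3 than in G1 by -0.79 on the log2 scale (two-sided exact permutation test, p = 0.0346, adjusted p = 0.0433 over the 5 score comparisons). The 1 gene in neither of the paper's lists gave -0.69 (exact permutation test, p = 0.0671). Its symbol comes from the authors' deposited table of genes with p under 0.05 between G3 and G1, as most symbols do, so these tests are on genes already chosen for this difference and do not support it. With 1 kidney left out the difference ran from -1.03 to -0.68, and the exact permutation p was over 0.05 in 8 of 11 cases. For the 9 named genes, 187 log2 fold changes between G3 and G1 were computed under alternatives, each in the direction of that gene's reported value. The comparisons with G2 are not part of this count, and small changes there reversed in some fits, such as that of TWIST1 between G3 and G2 (-0.07, and 0.12 without G2 kidney 6). An adjusted p under 0.05 was lost in 15 of them and gained in 3.

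A block for kidney number pairs kidneys that are different animals. Over the genes, the mean correlation between same-numbered kidneys of 2 groups was 0.0637 for G3 and G1, -0.0326 for G2 and G1 and 0.031 for G3 and G2, so this pairing has no basis in the values. With this block, 9 genes had an adjusted p under 0.05 between G3 and G1, 513 met the fold criterion, and 5 genes each of Table S3 and the heat map passed. Between G3 and G2, 7 genes passed. The differences of the ISG15 conjugation score (0.97) and of the clock output score (-0.79) do not move under a block, and their exact permutation p over 32 swaps was 0.0625 and 0.125, where the smallest p possible is 0.03125.

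Depth limits what can be said of low counts. TWIST1 had from 22 to 76 counts per kidney in G1 and G3, and ENSSSCG00000050204 from 0 to 16 in G3. In simulations with 200 changed genes, edgeR found 81% of genes with a fold change of 2 and a mean count of at least 50 between G3 and G1. The share was 73% between G2 and G1 and 72% between G3 and G2. These shares hold for 200 genes changed at once, and the Benjamini-Hochberg threshold is stricter where fewer genes change. They therefore do not say how many changes of that size were within reach here. In the edgeR test of G3 against G1, BST2 had a log2 fold change of 2.08 with an adjusted p of 0.0721.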

Differences from the paper's values

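Of the 40 genes of Table S3, 1 had an adjusted p under 0.05 here, against 31 in the paper's table. None of the alternatives set before the data were examined closed the gap, and the nearest were both DESeq2 fits with 18. The DESeq2 fit of G1 and G3 without G3 kidney 3, chosen after seeing the values, gave 28, and the fit with that kidney set apart, chosen in the same way, gave 8. The log2 fold changes of these 40 genes differed from the paper's by up to 0.466, with a median of 0.119. In the DESeq2 fit of G1 and G3 without G3 kidney 3 the largest difference was 0.00813. Each difference was less than the spread between kidneys, but this held in every fit compared in this way and does not tell the fits apart.

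The adjusted p of SOX7 was 0.291 here and 0.00122 in the paper's Table S3. Over the alternatives set before the data were examined that kept all kidneys it ran from 0.00598 to 0.691, and none closed the gap. It was under 0.05 in both DESeq2 fits and with a block for kidney number. Of the DESeq2 fits chosen after seeing the values, the one without G3 kidney 3 closed the gap with 0.00136, and the one with that kidney set apart did not, with 0.0983. The adjusted p of BCAT2 was 0.0229 here and is printed as 1e-08 in the paper's Table S3. The same value, the smallest there, is printed for WSCD1, so it may be a limit of the printing. For BCAT2 the adjusted p ran from 1.03e-10 to 0.659 over the same alternatives. With 1e-08 taken as exact, none of these closed the gap, and neither did the fits chosen after seeing the values. Those gave 0.156 with G3 kidney 3 set apart and 5.26e-08 without it.

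The volcano plot marks about 22 genes in Fig. 9C, read by eye, and 2 genes had an adjusted p under 0.05 here. Of the alternatives set before the data were examined, both DESeq2 fits closed the gap with 31 and 25 genes, and the others did not. The fits chosen after seeing the values gave 11 and 40 genes and did not close it.

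The paper names a G1 sample as the one outside its group in the PCA of all kidneys. Here that kidney was G3 kidney 3, at 40.76 from the G1 kidneys and 52.86 from the other G3 kidneys, and the same code stands among the G3 samples in Fig. 9A. The paper describes G1 and G3 as fully separated in the PCA of both groups, and here no straight line parted them in that plane. The paper lists SOX7, ISG15 and TWIST1 among the top regulated genes. Their adjusted p here was 0.291, 0.460 and 0.672, and under DESeq2, where it was lowest for ISG15 and TWIST1 among the alternatives that kept all kidneys, it was 0.0598 for ISG15 (range 0.0598 to 0.854) and 0.0579 for TWIST1 (range 0.0579 to 0.887).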

Other observations

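The tests on the deposited table of the authors, on the first axis of the PCA, on G3 kidney 3 and its sample label were chosen only after the result was seen. The tests on other splits, on placed kidneys and on the interferon score were set earlier, except for the linear model with total counts, which was chosen after the result was seen.

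The authors' deposited table lists 935 genes, 467 higher and 468 lower in G3, of which 11 have an adjusted p under 0.05 in that table. All 935 had the same direction here, and 600 of them had an unadjusted p under 0.05 in the edgeR test. Over these genes the log2 fold changes of DESeq2 on all 17 kidneys differed from the table's by a root mean square of 0.27. With G3 kidney 3 set apart in a group of its own the difference was 4.42e-06, and all 935 genes had p under 0.05. Setting apart each of the other 10 kidneys of G1 and G3 gave from 0.303 to 0.364. The authors' table therefore holds a comparison of the other 5 kidneys of G3 with the 5 of G1. Why that kidney was set apart is not stated. Table S3 has 31 adjusted p-values under 0.05 where the deposited table has 8 for the 39 genes that both list, while their log2 fold changes differ by at most 0.00492. The DESeq2 fit of G1 and G3 without G3 kidney 3, chosen after seeing the data, put 37 of the 40 genes on the same side of 0.05 as Table S3, with a Spearman correlation of the adjusted p across genes of 0.977. Genes are not independent replicates.

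G3 kidney 3 lies nearer to the G1 kidneys than to the other G3 kidneys. A sample mix-up might place it there, but its interferon score of 6.37 is the highest of the 17 kidneys and outside the G1 range of 4.53 to 5.36. Its BCAT2 expression of 73.9 CPM lies within the G3 range and below that of G1, from 103.5 to 141.7 CPM, and 32 of 37 heat map genes are on the G3 side. Against this, on the difference in mean log2 CPM between the 467 higher and 468 lower genes of the authors' table it was at 1.49. The G1 kidneys ran from 0.86 to 1.18, the G2 kidneys from 1.54 to 2.02 and the other G3 kidneys from 2.30 to 2.79, so that it was below all 6 G2 kidneys. The 935 genes of the table were chosen without this kidney, though with the G1 kidneys. BCAT2 was named from a test that counted this kidney in G3. It also had an adjusted p under 0.05 in the edgeR fit without this kidney, as did ENSSSCG00000050204. The latter had 16 counts in this kidney, against 55 to 98 in G1 and 1 to 117 in G2. Both genes were chosen with the G1 kidneys. Whether the heat map genes were chosen with this kidney is not known, so the heat map measure may not be independent of its label. These measures point both ways and leave a mix-up open. Its clock output score of 4.81 lies above the G1 range of 4.14 to 4.75, while the other G3 kidneys run from 3.05 to 3.82. No biological explanation was tested.

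The first axis of the PCA of all 17 kidneys spreads kidneys within each group. Its Pearson correlation with the number of genes detected was -0.977 (Spearman -0.956, permutation p = 1e-05 for each, the smallest that 100000 permutations give, adjusted p = 3e-05 over 3 measures). Without the 2 kidneys farthest from the median it was -0.964, and within the 9 kidneys of code series C it was -0.976. With the share of counts in the 10 highest genes it was 0.662 (Spearman 0.652, permutation p = 0.00424 and 0.00552, adjusted p = 0.00636), 0.484 without the 2 farthest kidneys and 0.918 within series C. With total counts it was 0.136 (Spearman 0.145, permutation p = 0.601 and 0.58, adjusted p = 0.601), 0.485 without the 2 farthest kidneys and 0.371 within series C. No relation with depth was found over the 17 kidneys, although the value without the 2 farthest is near that of the 10 highest genes. The number of genes detected may underlie this axis. The number of genes detected is itself read from the same counts as the axis, and no biological explanation was tested.

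Other splits of the kidneys were compared with the real one. Of the 32 splits of G1 and G3 that part all 5 same-numbered pairs, 1, the real split, gave 2 or more genes with an adjusted p under 0.05. An unadjusted p under 0.05 was as frequent in 6 of the 32. Among 67 other splits, which part fewer pairs, 3 gave at least 2 genes, with up to 18. The split with 18 genes only exchanged G3 kidney 3 with G1 kidney 5, so it bears on the mix-up left open above. The split that only exchanged G3 kidney 3 with G1 kidney 3, among the 32, gave 0 genes. A split that follows the code series, A and B against C, gave 0 genes with an adjusted p under 0.05 and 1064 with an unadjusted p under 0.05. In placing left-out kidneys, 3 of the 32 splits placed at least as many kidneys with their own group as the 6 of the real split. Chance therefore remains open for the placing of G1 and G3 kidneys.

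Between G2 and G1, 0 genes had an adjusted p under 0.05 among 25699 tested (smallest 0.840), and 901 had an unadjusted p under 0.05. Evenly spread p-values would give 1285, and the median over 32 splits of these kidneys was 879.5. Between G3 and G2, 0 of 25701 genes had an adjusted p under 0.05 (smallest 0.706). An unadjusted p under 0.05 was found for 805, where the median over 32 splits was 974. All 32 splits compared gave as many genes in each case, as a count of 0 fixes in advance. At least as many left-out kidneys were placed in 14 of 32 splits for G2 and G1 and in 31 of 32 for G3 and G2. Of the genes with an unadjusted p under 0.05 between G3 and G1, 237 also had one between G2 and G1, and 236 of these changed in the same direction. Both comparisons share the G1 kidneys.

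The interferon-stimulated genes were higher in G3 than in G1. A single kidney is 1 explanation, and without the G3 kidney with the highest score the difference was 0.82 (exact permutation test, p = 0.00794). Depth is another, and total counts of G3 and G1 differed with an exact permutation p of 0.0584, over the threshold set. With total counts in a linear model of the 11 kidneys the difference was 0.797 (standard error 0.309). Within code series C the difference was 0.68, with 1 G1 kidney. With each kidney left out in turn it stayed between 0.80 and 1.01, and all 6 G3 kidneys were above all G1 kidneys. The genes were chosen by the same comparison. Neither the removal of a kidney nor the model with total counts tells the difference apart from that choice, and each code series holds only 1 kidney of G1 or of G3 to compare. A leukocyte share was not tested for lack of named genes. The EVs may raise these genes, as a hypothesis. The comparison of G3 with G2 cannot show an effect of the second injection apart from the choice of genes, which used the same G3 kidneys except G3 kidney 3.

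Among the genes of Fig. S10 other than ISG15, 4 could be matched. Between G3 and G1 the log2 fold change was 0.68 for EIF2AK2 (adjusted p = 0.813 from edgeR), 0.26 for NR1H3, 0.32 for SOCS5 and 0.80 for FOXP3, the latter from 6 to 23 counts per kidney. EIF2AK2 reversed within code series B, at -0.16. SOCS5 was higher in all 6 G2 kidneys than in all G1 kidneys, with a log2 fold change of 0.42 (adjusted p = 0.840 from edgeR).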
